# Pou4f1-Tbr1 transcriptional cascade controls the formation of Jam2-expressing retinal ganglion cells

**DOI:** 10.3389/fopht.2023.1175568

**Published:** 2023-05-18

**Authors:** Takae Kiyama, Halit Y. Altay, Tudor C. Badea, Chai-An Mao

**Keywords:** retinal ganglion cell, J-RGC, transcription regulation, CUT&Tag, Pou4f1, Tbr1, Jam2

## Abstract

More than 40 retinal ganglion cell (RGC) subtypes have been categorized in mouse based on their morphologies, functions, and molecular features. Among these diverse subtypes, orientation-selective Jam2-expressing RGCs (J-RGCs) has two unique morphologic characteristics: the ventral-facing dendritic arbor and the OFF-sublaminae stratified terminal dendrites in the inner plexiform layer. Previously, we have discovered that T-box transcription factor *T-brain 1* (*Tbr1*) is expressed in J-RGCs. We further found that *Tbr1* is essential for the expression of *Jam2*, and Tbr1 regulates the formation and the dendritic morphogenesis of J-RGCs. However, Tbr1 begins to express in terminally differentiated RGCs around perinatal stage, suggesting that it is unlikely involved in the initial fate determination for J-RGC and other upstream transcription factors must control *Tbr1* expression and J-RGC formation. Using the Cleavage Under Targets and Tagmentation technique, we discovered that Pou4f1 binds to *Tbr1 on* the evolutionary conserved exon 6 and an intergenic region downstream of the 3’UTR, and on a region flanking the promoter and the first exon of *Jam2*. We showed that Pou4f1 is required for the expression of *Tbr1 and Jam2*, indicating Pou4f1 as a direct upstream regulator of *Tbr1 and Jam2*. Most interestingly, the Pou4f1-bound element in exon 6 of *Tbr1* possesses high-level enhancer activity, capable of directing reporter gene expression in J-RGCs. Together, these data revealed a *Pou4f1-Tbr1-Jam2* genetic hierarchy as a critical pathway in the formation of J-RGC subtype.

## Introduction

Retinal ganglion cells (RGCs) are the output neurons of the retina that collectively transmit visual information to the brain. In a mature mouse retina, researchers have identified over 40 subtypes of RGCs, categorized by their unique morphology, function, and molecular profile. The discovery of these diverse RGC subtypes has led to intensive research using mouse retina as a model system to better understand the molecular and cellular mechanisms that govern the specification, maturation, and terminal differentiation of various neuronal subtypes in the central nervous system during development (1–13). Each of these RGC subtypes harbors a complex yet stereotypic dendritic morphology that synapses with bipolar and amacrine cells in precise laminar positions in the inner plexiform layer (IPL), and an axon that projects to multiple areas in the brain. RGCs function as an information processing hub and relay between the retina and the brain to transduce complex visual information (14, 15). Although a number of transcription factors (TFs) have been identified as key developmental regulators for initial RGC specification (16–20), little is known about the cellular and molecular mechanisms controlling the differentiation and maturation of RGC subtypes during development.

Previously, we and others have discovered that the expression of T-box transcription factor *Tbr1* marks 2 morphologically distinct groups of RGCs (symmetrical and asymmetrical), which share similar dendritic stratification positions in the IPL and project to the dorsal lateral geniculate nuclei and superior colliculus (5, 21). Through loss-of-function studies, we found that *Tbr1* is required for the expression of Jam2, and is essential for the formation for most of these RGC subtypes. The few surviving *Tbr1*-deleted RGCs develop abnormal and mis stratified dendrites. By gain-of-function studies, we found that ectopically expressing Tbr1 alone is sufficient to activate *Jam2 and* instruct M4-ipRGCs to alter their dendritic branching morphogenesis (5). While Tbr1’s function in the development and maturation of J-RGCs has been well studied, how J-RGCs arise from naïve RGCs remains illusive. Based on birth dating data (the time their progenitor cells exit cell cycle), Tbr1-expressing RGCs are born between E12 and E15, indicating that they are early born RGCs. However, lineage tracing using tamoxifen-treated *Tbr1^CreERT2^:Ai9* embryos at different time points showed that Tbr1-expressing cells in E14.5 developmental retinas do not give rise to Tbr1-expressing RGCs in mature retinas (5), suggesting the presence of other transcription factors upstream of Tbr1 responsible for fate determination of Tbr1-expressing J-RGCs.

We hypothesized Pou4f1 is such an early TF because when *Jam2^CreERT2^* was genetically intersected with *Pou4f1^CKOAP/+^* at E14.5 retinas, J-RGC was the predominant RGC subtype that appeared in mature retina, and Tbr1-expressing RGCs are expressed exclusively in Pou4f1-expressing RGCs in adult retinas (5). These observations suggested a lineal relationship between Pou4f1 and Tbr1. Pou4f1, a class IV POU domain-containing transcription factor, is expressed in differentiated RGCs from early developing retinas onward (22, 23). Loss-of-function studies have shown that Pou4f1 is mainly involved in RGC dendritic morphogenesis, although a modest reduction of RGC number (~30%) has also been observed in *Pou4f1^CKOAP/KO^* retina (24–28). Furthermore, Pou4f1 is sufficient to replace Pou4f2 in driving RGC developmental programs (29), and Pou4f1 was found to share synergistic functions with Pou4f2 in RGC development (27), suggesting that Pou4f1 can activate key regulatory genes for RGC differentiation and functions and part of these activities can be compensated by Pou4f2 in normal developmental program. Several recent studies have uncovered a number of Pou4f1 target genes in retina at P3, including transcription factors, transmembrane and intracellular structural molecules involved in RGC differentiation (26, 30, 31). Additionally, Pou4f1 was found to play a role in regulating the formation of contralateral RGCs by activating a subset of genes involved in axonal projection patterns (32). These data prompted us to investigate whether Pou4f1 plays a regulatory role on Tbr1-Jam2 expression and J-RGC formation (**Figure 1B**). In this report, we found that Pou4f1 is a direct upstream regulator for Tbr1 and Jam2 expression and J-RGC formation, establishing an epistatic relationship between Pou4f1, Tbr1, and Jam2 in the formation of J-RGCs.

**Figure 1:**
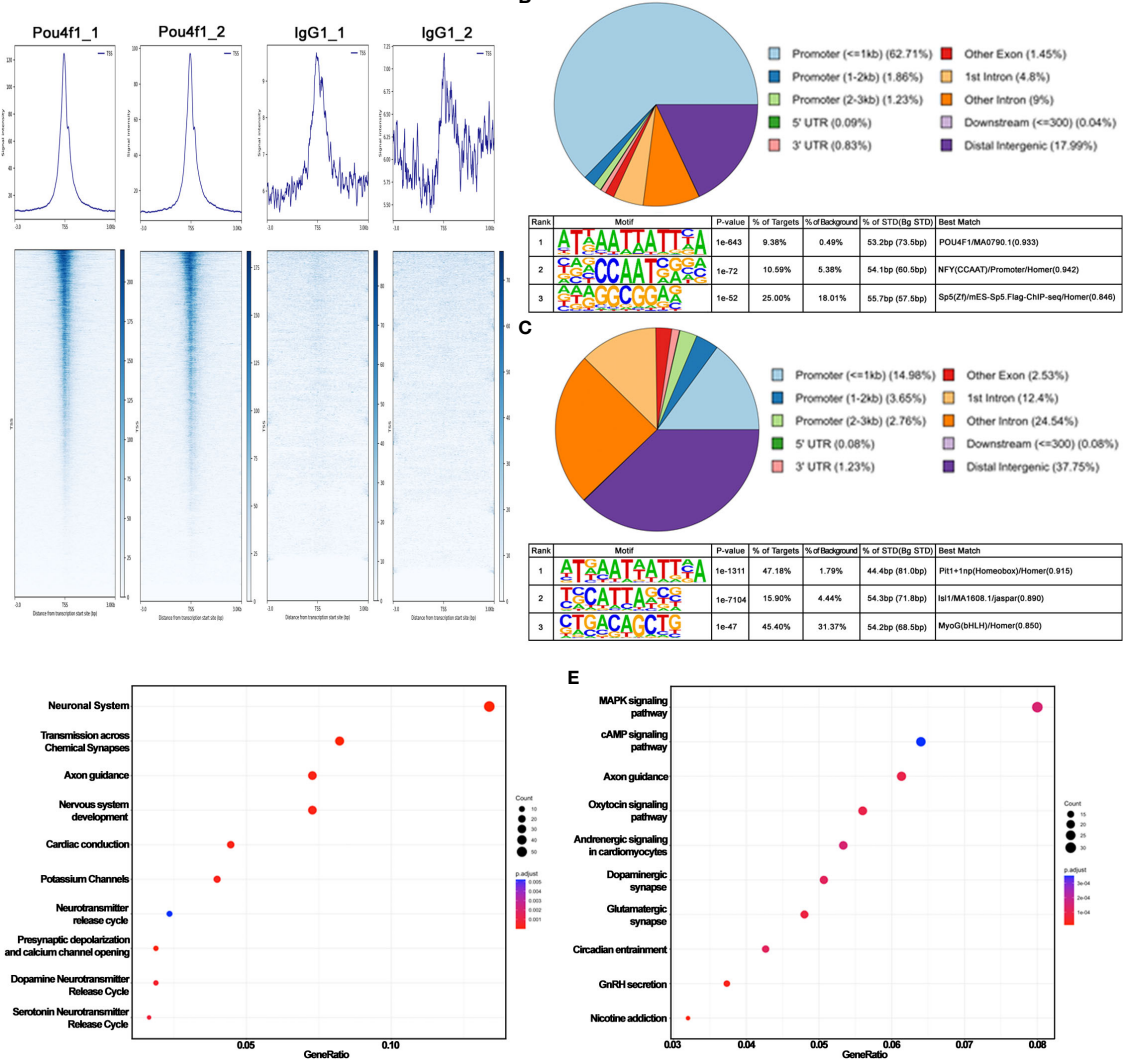
CUT&Tag sequencing reveals Pou4f1 occupancy in E16.5 RGCs. **(A)** Average density profiles (top) and heatmaps (bottom) showing Pou4f1 and IgG CUT&Tag signals in relation to transcription start site (TSS) ( ± 3 kb). **(B)** Motif enrichment analysis by HOMER of Pou4f1-bound elements displayed in **(A)**. **(C)** Motif enrichment analysis by HOMER of Pou4f1-bound elements in panel **(A)** intersected with RGC-specific open chromatin regions. **(D)** Reactome pathway analysis of genes associated with RGC-specific Pou4f1-bound elements in panel **(C)**. The top 10 most enriched reactome gene terms are presented using a dot-plot. **(E)** KEGG pathway analysis of genes associated with RGC-specific Pou4f1-bound elements in panel **(C)**. The top 10 most enriched KEGG terms are displayed using a dot-plot. X-axis indicates the gene ratio in the term, and the Y-axis indicates the category term. The size of the dots represents the number of genes found in each category term. The color of the dots represents the adjusted *P* value.

## Materials and methods

### Animals

The generation and genotyping of *Six3-Cre, Tbr1^TauGFP-IRESCreERT2^ (Tbr1^tGFP^), Ai9, Jam2^CreER^, and Pou4f1^CKOAP^* mice were described previously (5, 9, 24, 33, 34). All mice were maintained on C57BL6/129 mixed backgrounds. Mouse lines of either sex at various ages were used. Pre-weaned animals were housed with their mother while weaned animals were housed in groups of no more than 5 in individually ventilated cages. All animal procedures followed the US Public Health Service Policy on Humane Care and Use of Laboratory Animals and were approved by the Animal Welfare Committee at The University of Texas Health Science Center at Houston (AWC-21-0102).

### Immunohistochemical analysis

Flat-mounted retinas were fixed with 4% paraformaldehyde (PFA; Electron Microscopy Sciences, Hatfield, PA), embedded in paraffin or OCT, and sectioned into 20 μm. Retinal sections or flat-mounted retinas were fixed with 4% PFA, then incubated with the primary antibodies for 3 days at 4°C. Primary antibodies used were chicken anti-GFP (1/1000 dilution, Cat #A10262, Thermo Fisher) and rabbit anti-Pou4f1 (1/500 dilution, Cat #ab245230, Abcam, Waltham, MA). Secondary antibodies conjugated with Alexa-488 and -555 (Life Technologies, Carlsbad, CA) were used in 1:800 dilution. DAPI (2.5 µg/ml, #D1306; Thermo Fisher Scientific, Waltham, MA) was used to stain nuclei. Images were captured using Zeiss LSM 780 or Zeiss LSM 800 confocal microscopes (Carl Zeiss, Thornwood, NY) and exported as TIFF files into Adobe Photoshop (Adobe Systems, San Jose, CA). Cell counting was conducted using the cell counter plugin of NIH ImageJ.

### Alkaline phosphatase staining

Alkaline phosphatase (AP) staining was conducted as previously described with minor modifications (24, 35). Whole eyeballs were fixed with 10% neutrally buffered formalin for 5 minutes. The retinas were removed and flat mounted on a piece of nitrocellulose membrane, post-fixed for 10 minutes at room temperature, washed twice in phosphate-buffered saline (PBS), and heated in PBS for 30 minutes in 65°C water bath to inactivate endogenous AP activity. AP staining was performed in AP staining solution (0.1 M Tris/pH 9.5, 0.1 M NaCl, 50 mM MgCl_2_, 0.34 g/ml p-nitroblue tetrazolium chloride, and 0.175 g/ml 5-bromo-4-chloro-3-indolyl phosphate) for 24-48 hours at room temperature with gentle shaking until dense color was developed in the dendrites, somas, and axons. After staining, retinas were washed 3 times for 5 minutes in PBS, post-fixed in PBS with 4% PFA briefly, dehydrated through an ethanol series, and then cleared with 2:1 benzyl benzoate/benzyl alcohol. Montages of the whole retina were acquired on a Zeiss Axio Imager 2 microscope equipped with a motorized xyz drive (Carl Zeiss, White Plains, NY).

### RNAscope *in situ* hybridization

ISH was performed using RNAscope technology with minor modifications (Advanced Cell Diagnostics, Minneapolis, MN) (36). Briefly, 9 µm paraffin or 10 μm cryo-sections mounted on Superfrost™ Plus glass slides were subjected to RNAscope 2.5 HD Detection Reagents-Brown kit (#322310) following manufacturer’s protocols. The procedure involved a 5-minute simmering in antigen retrieval reagents followed by RNAscope protease III for 30 minutes at 40°C. After washing twice in H_2_O, the sections were hybridized with RNAscope *in situ* probes for 2 hours at 40°C and processed according to the manufacturer’s protocols. According to ACD’s instructions, each mRNA molecule hybridized to a probe appears as a separate dot. The brown signal was examined and collected using an Olympus IX-70 inverted microscope. The probes used in this study was mouse Jam2-C1 (#467321).

### Terminal deoxynucleotidyl transferase dUTP Nick-End Labeling assay

An *in situ* cell death detection kit (Roche, Pleasanton, CA) was used for the TUNEL assay. DAPI (2.5 µg/ml) was used for nuclei staining.

### *In vivo* electroporation

Mice aged 2 to 3 months were anesthetized with a combination of ketamine and xylazine (94/5 mg/kg; IP). A small incision was created in the sclera with a 30-gauge needle. One µl of DNA solution (0.5-2 µg/µl) in 0.1x PBS containing 0.05% fast green was injected into vitreous using 34-gauge NanoFil^®^ system (World Precision Instruments, Sarasota, FL). After DNA injection, tweezer-w/horseshoe electrode (#CUY675P3, Bulldog Bio, Portsmouth, NH) was briefly soaked in PBS, then placed to hold the eyeball. Four 30 V square pulses (50 ms duration, 950 ms interval) were delivered *via* a square pulse electroporator NEPA21 (NEPAGENE, Chiba, Japan).

### CUT&Tag sequencing and data analysis

Four retinas isolated from wildtype mouse embryos at E16.5 were pooled, and then dissociated using papain dissociation system (#LK003150, Worthington Biochemical Corporation, Lakewood, NJ). The Cleavage Under Targets and Tagmentation (CUT&Tag) library was prepared using CUT&TAG-IT Assay Kit (#53160, Active Motif, Carlsbad, CA) following manufacturer protocol. Briefly, dissociated cells were washed with 1X wash buffer. Cells were then bound to Concanavalin A-coated magnetic beads. One μg of primary antibodies was applied to cell-bound beads and incubated overnight at 4°C. Primary antibodies used for the precipitation were: rabbit anti-Pou4f1 (#ab245230, Abcam, Waltham, MA), rabbit anti-Histone H3K9AC (#39017, Active Motif) and Rabbit IgG (#13-0042, EpiCypher, Durham, NC). Cell-bound beads were incubated with guinea pig anti-rabbit secondary antibody in Dig-Wash Buffer, subsequently with pA-Tn5 transposase in DIG-300 buffer at room temperature for 1 hour and then incubated in Tagmentation buffer at 37°C for 1.5 hours. Tagmented DNA fragments were extracted by incubating in PK buffer (16 mM EDTA, 0.1% SDS and 83.6 µg/ml Proteinase K) at 55°C for 1 hour, purified with the spin column, and amplified using indexed primers. The final libraries were submitted to Cancer Genomics Center at The University of Texas Health Science Center at Houston. The concentrations of the libraries were examined by Qubit 1xdsDNA HS Assay Kit (#Q33231, Thermo Fisher Scientific, Waltham, MA). The quality of the final libraries was examined using Agilent High Sensitivity DNA Kit (#5067-4626) by Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA), and the library concentrations were determined by qPCR using Collibri Library Quantification kit (#A38524500, Thermo Fisher Scientific). The libraries were pooled evenly and subjected to the paired-end 75-cycle sequencing on an Illumina NextSeq 550 System using High Output Kit v2.5 (#20024907, Illumina, San Diego, CA).

To analyze the CUT&Tag-seq data, sequence reads were trimmed free of adaptor sequences and masked for low-complexity or low-quality sequences, then mapped to the mouse mm10 reference genome using Bowtie2 (v2.4.5) software (37). Peak calling was performed by SEACR under relaxed mode (38). Two independent replicates using anti-Pou4f1 antibody and rabbit IgG, respectively, were analyzed using SEACR, and plotCorrelation (deepTools) was used to analyze the sample correlations *via* Pearson method (39). Data in **Figure 1** with the CUT&Tag-seq peaks that intersect with E16.5 scATAC-seq RGC-enriched peaks were conducted using bedtools (v2.30.0) (40). The raw datasets for each sample have been deposited in NCBI (Geo dataset: GSE221209). Enrichment analysis was conducted on Pou4f1-bound peaks using the enrichPathway and enrichKEGG tools, which are based on the REACTOME and KEGG databases, respectively (41, 42). Detailed information, including codes and vignettes, can be found in GitHub at https://github.com/YuLab-SMU/biomedical-knowledge-mining-book.

### Chromatin immunoprecipitation and quantitative PCR

ChIP assays were performed as previously described (43), with minimal modifications. Retinas were isolated from E16.5 wildtype embryos and were cross-linked with 1% formaldehyde for 10 minutes at RT, stopped by 0.125 M glycine and then homogenized in the cell lysis buffer (5 mM PIPES pH 8.0, 85 mM KCl, 0.5% NP40, and proteinase inhibitors). Nuclei were collected and resuspended in the nuclei lysis buffer (50 mM Tris-HCl pH 8.1, 10 mM EDTA, 1% SDS, and proteinase inhibitors). Chromatin was sheared by a Diagenode Bioruptor Plus Sonication system (Diagenode, Denville, NJ). Fragmented chromatin was precleared with 2.5 µg of normal rabbit IgG, then incubated overnight with 1 µg of rabbit anti-Pou4f1 antibody (#ab245230, Abcam) or normal rabbit IgG (#13-0042, EpiCypher). Antibody-bound chromatin complex was precipitated with salmon sperm DNA/Protein A agarose (EMD Millipore, Burlington, MA), then washed sequentially with RIPA (150 mM NaCl, 50 mM Tris-HCl pH 8.0, 0.1% SDS, 0.5% Deoxycholate, 1% NP40, and 1 mM EDTA), high-salt buffer (50 mM Tris-HCl pH 8.0, 500 mM NaCl, 0.1% SDS, 0.5% Deoxycholate, 1% NP40, and 1 mM EDTA), LiCl wash buffer (50 mM Tris-HCl pH 8.0, 1 mM EDTA, 250 mM LiCl, 1% NP40, and 0.5% Deoxycholate) and TE for 10 minutes each at 4°C. Cross-linking was reversed at 65°C overnight. DNA was extracted by phenol/chloroform, precipitated with ethanol, and dissolved in 30 µl of water. Three µl of DNA solution was used for one real-time, quantitative PCR (qPCR) reaction. To analyze specific Pou4f1-bound DNA, we performed qPCR using the CFX Connect Real-Time PCR Detection System with iTaq Universal SYBR Green SuperMix (#1725122, Bio-Rad, Hercules, CA). The qPCR primers are described below.

**Table:** 

Gene name	Primer sequence
Atoh7	Forward: 5- CCAACATCTGTCGCTCTGAA -3’ Reverse: 5’- AACACCACCACCCTGACTTC -3’
Pou4f2	Forward: 5’- TACAGGGTGAGCTGGGACTT -3’ Reverse: 5’- CAGCACATGCGCTCTGTATT -3’
Pou4f1	Forward: 5’- TCATGTAACACATTGCCCTGA -3’ Reverse: 5’- TTCCCACCTTAACCTTGCAC -3’
FoxP1	Forward: 5’- CTTTCGATTGCAGGGTAAGG -3’ Reverse: 5’- GACCCTGTGCTCAGTCCAGT -3’
Satb1	Forward: 5’- AAGGGGAGGAGGGAGAAACT -3’ Reverse: 5’- TCCGCAGCCTTCTGAGTTAT -3’
Satb2	Forward: 5’- TATTCCCACCAGCAGGACT -3’ Reverse: 5’- CATGGCCACTGAGAAGAACA -3’
Irx1	Forward: 5’- TCAGAACCTCAGGACGGAGA -3’ Reverse: 5’- TCATTCACACCGTTGCTGTT -3’
Cdh8	Forward: 5’- GCCAGCCTGATTTTCCATTA -3’ Reverse: 5’- GATGGCAGCTGTTAGCTTGG -3’
Sorcs3	Forward: 5’- TGGAGCAAAGCTTTTACATGG -3’ Reverse: 5’- TGTGGGTATTTCAGGTTTGCT -3’
Cartpt	Forward: 5’- TCAGGAAATCTCTGGCCATT -3’ Reverse: 5’- TGTGCCCTGTAGCCTTCTTT -3’

### Statistical analysis

All data are presented as mean ± standard deviation for each genotype. For all comparisons between ChIP-qPCR with anti-Pou4f1 antibody and normal IgG, a two-tailed, two-sample Student’s *t*-test in Excel (Microsoft, Redmond, WA) was used for measurements. Results were considered significant when P<0.05.

## Results

### CUT&Tag analysis uncovered Pou4f1-bound DNA elements in E16.5 retinas

To explore the potential role of Pou4f1 in RGC differentiation and subtype formation, we first performed a CUT&Tag sequencing analysis using a rabbit anti-Pou4f1 antibody (**Supplementary Figures 1A–C**) and mouse embryonic 16.5 (E16.5) retinal cells to generate barcoded PCR libraries that are enriched for Pou4f1-mediated binding (64). In parallel, rabbit IgG was used as a negative control for peak calling analysis, and rabbit anti-H3K9AC antibody was used to mark active enhancers and promoters. 

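Pou4f1 occupancy was measured in wildtype retinas at E16.5, a stage at which RGCs are differentiating and progenitors are still dividing. In CUT&Tag an antibody on permeable cells guides the transposase pA-Tn5, so that DNA beside the bound protein is cut, tagged and sequenced, and rabbit IgG gives the level without a specific antibody. Each library came from 4 pooled retinas. The values analysed here are those of 2 libraries with the anti-Pou4f1 antibody and of 1 column for rabbit IgG, taken as 1 library, at 8038 regions. The H3K9AC library was not analysed here, and 1 further column of values matched no sample label and was not used. The authors mapped the reads to mm10 with Bowtie2 and called regions with SEACR in relaxed mode. The deposited signal of a region is its mean coverage per base multiplied by 1 factor per library, since signal times width was a whole multiple of 1 step, within 0.02 of a step, at 99.99% of the regions for Pou4f1 replicate 1 and at 100% for the other libraries. By that step the mean coverage per base was 4.86 in Pou4f1 replicate 1, 3.37 in replicate 2 and 0.144 with IgG, with medians of 4.10, 2.53 and 0.063. IgG was listed at 0 in 3716 regions, Pou4f1 replicate 2 in 18 and Pou4f1 replicate 1 in 0. Each region was tested with limma on log2(signal + 10), with Benjamini-Hochberg adjustment over all regions and no further scaling of the libraries. Only 1 residual degree of freedom was left, so limma gave every region the same standard error of 0.64, the lone IgG library is assumed to vary like the Pou4f1 pair, and each p follows from the size of the difference alone, which, where IgG is at 0, depends on the pseudocount. The regions had also been called on these libraries, so a p describes how far a region stands above IgG and is not independent evidence of binding.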

The libraries were subsequently sequenced to obtain pair-ended (PE75) sequencing data for downstream bioinformatics analysis (detailed described in the Material and Methods). 

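Promoter regions carried a median signal of 182 in Pou4f1 replicate 1 and 130 in replicate 2, and exon regions 164 and 149. Intron regions, by contrast, had 192 and 237 and intergenic regions 193 and 237. Within each kind of place the Pearson coefficient between the replicates was 0.828 for promoter, 0.844 for exon, 0.834 for intron and 0.815 for intergenic regions, and the Spearman coefficient was 0.773, 0.823, 0.818 and 0.804. Over all regions together the Pearson coefficient was 0.795 and the Spearman coefficient 0.753. The signal with IgG had Pearson coefficients of -0.101 with replicate 1 and -0.102 with replicate 2. The regions had been called as enriched over IgG, which leaves out places high in both, and IgG was listed at 0 in 3716 of them. These 2 coefficients therefore cannot show whether background follows the Pou4f1 signal. All these coefficients are across regions, which are not independent replicates, and no p was computed.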

From a set of replicate experiments (**Figure 1A**), we found the two datasets are highly correlated on their mapped read counts across the genome (Pearson correlation coefficient = 0.8, **Supplementary Figure 1D**), indicating that the data are reproducible. Using SEACR peak calling method, which was designed for calling peak from sparse background (38), we identified 8,032 Pou4f1-enriched regions/peaks (**Supplementary Table 1**). These peaks are distributed mainly within and flanking the gene bodies, including promoters, exons, and introns, and to a lesser extent in the intergenic regions (upper panel, **Figure 1B**).

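Signal with the anti-Pou4f1 antibody lay above IgG at nearly all regions: 7698 of 8038 were higher, 49 were lower and 291 passed in neither direction at an adjusted p of 0.05 from limma. The median difference on the log2 scale was 3.58, or 5.42 with a pseudocount of 1 and 1.95 with 50, and 7801 regions were above IgG in both Pou4f1 libraries. Among regions assigned to a gene, one in an intron of Eml1, which encodes a microtubule-associated protein, had a signal of 967 in Pou4f1 replicate 1 and 1601 in replicate 2, with IgG listed at 0. An intron region of Cacna2d2, an auxiliary subunit of voltage-gated calcium channels, had 1085, 1275 and 21.6, and the promoter of Tef, a transcription factor of the PAR bZIP family, had 1230, 1291 and 11.99. Other regions among the 10 with the largest signal lay nearest the TSS of Zbtb20, Fam219a, Hdac4 and Arg1, and the 10 largest log2 differences added regions nearest Zdhhc19, Aldoart1, Sdk1 and Abcb8. At the other end, the region nearest Chmp6 had 49.4 and 0 with Pou4f1 against 172 with IgG, a log2 difference of -2.90 (SE 0.64, adjusted p = 7.7e-06 from limma), and those nearest Zfand3, Ect2, Mlf1 and Ucp1 lay between -2.50 and -2.32. The count depends on how the libraries are scaled: with each library divided by its sum over the regions, which sets the IgG total equal to the Pou4f1 totals, 4038 regions were higher and 1209 lower, and the median difference was 1.33. Since the regions were called as enriched over IgG, this scaling takes out the enrichment that is to be measured, here and below. It shows how far a call depends on the IgG scale and does not test binding.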

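Of 8038 regions, 5122 lay within 1 kb of a TSS (63.7%, Wilson 95% interval 62.7 to 64.8), 1410 in introns (17.5%, 16.7 to 18.4), 313 in exons (3.89%, 3.49 to 4.34), 1183 between genes (14.7%, 14.0 to 15.5) and 10 on scaffolds outside the assembled chromosomes. In all, 6508 (81.0%) fell in the body of a protein-coding gene or within 2 kb of its TSS. Promoter regions were wider than distal ones, with a median of 1024 bp against 935 bp, and richer in G and C, with a median of 62.8% against 48.8% in introns and 48.9% between genes. Their mean Pou4f1 signal was lower, with a median of 158 against 211 in the 2906 distal regions, a difference of -53.0 (two-sided permutation test across regions, which are not replicates, p = 1e-05, the smallest that 100000 resamples allow). The size of the difference rests on Pou4f1 replicate 2, where it was -100.1, and in replicate 1 alone it was -6.84 (p = 0.00911 from the same permutation test).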

The high peak number was unlikely caused by experimental variation because the datasets from replicate experiments were highly correlated. 

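The sequence ATNAATWATT, the core of the POU motifs drawn in Fig. 1B and Fig. 1C, was present on either strand in 891 of 8028 regions on assembled chromosomes (11.1%, Wilson 95% interval 10.4 to 11.8). The paper found those motifs with HOMER in these same regions or a part of them. An excess over flanks was therefore built in and is not independent evidence of binding. Stretches of the same width 5 kb to the left held it in 356 cases (4.43%), with 842 pairs in which it was in the region alone and 307 in which it was in the flank alone (exact McNemar test, p = 4.8e-58). The share was 29.1% in introns, 24.2% between genes and 19.5% in exons, and each lay above its flanks (p = 2.2e-73, 7.4e-46 and 3.7e-08 from the same exact test). In promoters it was 2.62%, below the 4.45% of their flanks (exact McNemar test, p = 4.9e-07), but set against the share that base composition alone gives, promoters were above it (0.285%) and their flanks below it (5.74%). Regions with more signal held the sequence more often, from 2.64% among the 2007 regions with the lowest mean Pou4f1 signal through 6.78% and 12.6% to 22.4% among the 2007 with the highest, and the median signal was 265 with it and 165 without. With 1 mismatch allowed the direction turned, with 34.4% of the regions against 50.4% of the flanks (p = 1.4e-90 from the same exact test).

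**Figure D1:**
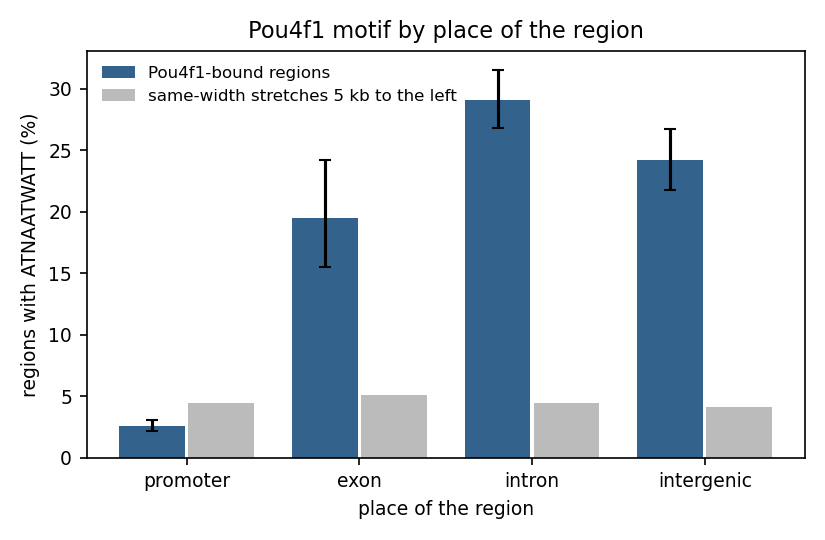
The share of Pou4f1-bound regions holding ATNAATWATT (y axis, percent) by the place of the region (x axis), with Wilson 95% intervals as error bars, beside the share in stretches of the same width 5 kb to the left in gray. Introns reach 29.1%, and promoters, at 2.62%, lie below their flanks, though above the 0.285% that their base composition gives.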

The top enriched DNA-binding motif identified by HOMER was consistent with known Pou4f1-binding sites, although the motif was only identified in 9.8% of all targets examined (lower panel in **Figure 1B**). These data suggest that Pou4f1 is likely involved in a wide array of cellular processes during RGC differentiation, and Pou4f1 may bind to many of these elements indirectly through physically interacting with other factors. Consistent with this notion, when this long list of 8,032 binding sites was intersected with an RGC-specific open chromatin dataset identified by a multiomic snRNA-seq coupled with snATAC-seq on E16.5 retinas (Kiyama and Mao, unpublished results), we found that the number of Pou4f1-bound open chromatin regions was reduced to 2604 (**Supplementary Table 2**, hereinafter labeled as “Pou4f1-BOC” standing for Pou4f1-bound open chromatin), and HOMER motif analysis on this shorter list identified Pit1/Oct1-binding motif as the highest matched motif distributed in 47.8% of these targets (**Figure 1C**, upper panel). Because the predicted Pit1-binding site and Pou4f1 binding site are highly similar (**Supplementary Figure 1E**), confirming these are bona fide Pou4f1-bound elements in E16.5 RGCs.

Next, we used *ChiPseeker* R package to map and annotate Pou4f1-BOC associated genes, and then used the *enrichPathway* and *enrichKEGG* functions of *clusterProfiler* R package to identify biological processes and functional categories of genes with Pou4f1-BOC sites (41, 44). The enrichment pathway analysis of genes with Pou4f1-BOC retrieved biological processes involved in neuronal system, synapse transmission, and axonal guidance (**Figure 1D**). By KEGG analysis, Pou4f1-BOC were found near genes involved in several signaling pathways, axonal guidance, and synapses (**Figure 1E**). Together, these analyses exposed the previously unknown, complex functions of Pou4f1 in RGC differentiation and function.

### Pou4f1 occupies DNA elements in close proximity to genes critical for RGC development

We next compared the genes containing Pou4f1-bound sites with genes that are enriched in RGC clusters from single cell RNA-seq data (**Supplementary Table 3**, and unpublished snRNA-seq data from Kiyama and Mao). 

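Genes that mark RGCs carried Pou4f1-bound regions far more often than the rest of the genome: 21 of 23 such genes had a region nearest their TSS, against 30.3% of all other protein-coding genes (odds ratio 24.2, adjusted p = 2.5e-08 over 15 lists, two-sided Fisher's exact test). The exceptions were Tubb3, a neuronal tubulin, and Rbpms, whose regions lie in its introns but nearer the TSS of another gene. All 74 regions in or nearest these genes were higher than IgG (74 when adjusted over the list alone), and 22 held ATNAATWATT. Klf7, a Krüppel-like factor of neurite outgrowth, had 9 regions, the strongest with a signal of 446 and 845 in Pou4f1 replicates 1 and 2 and IgG listed at 0. Ebf3, a transcription factor of the EBF family, had 4, of which an intron region with 3 sites of the sequence reached 467 and 610 against 9.39 with IgG. Counting the upper 25% of regions by signal alone, 15 genes of the list still had one (adjusted p = 2.2e-10, Fisher's exact test). The paper names several of these genes as bound, so the list is only in part independent of the study, and with libraries divided by their sums 42 of the 74 regions were higher than IgG and 3 lower.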

As expected, we found more than half of the genes enriched in RGC clusters harbored Pou4f1 peaks in or near their gene bodies (**Figure 2A**). 

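Genes of dividing progenitors and of neurogenic cells also carried Pou4f1-bound regions, 10 of 14 and 14 of 18 by nearest TSS (adjusted p = 0.00394 and 0.00011 over 15 lists, two-sided Fisher's exact test). Six3, a homeobox regulator of eye formation, had 5 regions, the strongest with a signal of 485 and 661 in Pou4f1 replicates 1 and 2 against 24.6 with IgG, and a region nearest Hes1, an effector of Notch signaling, had 158 and 177 with IgG at 0. Among neurogenic genes, regions nearest Sox11 and Dlx1, both transcription factors of neuronal differentiation, reached 333 and 320 against 6.91, and 264 and 330 against 5.27. Of 17 progenitor regions 14 were higher than IgG (14 when adjusted over the list alone), as were 23 of 25 neurogenic regions (23 over the list alone). Neither markers of other cell types nor genes of other tissues passed by nearest TSS: 3 of 12 photoreceptor genes, 1 of 12 amacrine and horizontal cell genes (Prox1), 2 of 10 bipolar and Müller cell genes (Vim and Glul), 1 of 10 genes of microglia, vessels and pigment epithelium (Mitf), and 1 of 16 genes of other tissues (Apoa1) had a region (adjusted p = 1, 0.153, 0.786, 0.346 and 0.0781 from Fisher's exact test). The Apoa1 region lies in an intron of Sik3, is 98.3% masked as repeat and had 88.9 and 65.9 against 123 with IgG. Housekeeping genes had a region in 8 of 16 cases (adjusted p = 0.141), but counted by gene body they passed with 10 of 16 (adjusted p = 0.00946), and genes of other tissues then lay below the other genes with 0 of 16 (adjusted p = 0.0142, all from Fisher's exact test). By gene body 9 of 14 progenitor genes (64.3%) and 13 of 18 neurogenic genes (72.2%) had a region, beside 62.5% of housekeeping genes. The progenitor share was thus close to the housekeeping share, and the lists were not tested against each other. When only regions above the median signal were counted, 1 progenitor gene and 5 neurogenic genes remained and neither list passed (adjusted p = 0.891 and 0.322), and with libraries divided by their sums 8 progenitor regions were higher than IgG and 6 lower, and 11 neurogenic regions higher and 3 lower, while the regions given for Six3 and Sox11 no longer passed (0.24 and 1.20, adjusted p = 0.726 and 0.0602 from limma).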

Interestingly, we also found many Pou4f1 peaks located in genes enriched in non-RGC cells, including naïve retinal progenitor cell (nRPC) and transitional RPCs (**Supplementary Figure 2**). To quantitatively validate Pou4f1 CUT&Tag dataset, we performed ChIP-qPCR analysis on a small, selective subset of the Pou4f1-targeted elements that contain predicted Pou4f1-binding motif, and found that ChIP-qPCR analysis were consistent with the CUT&Tag dataset (**Figure 2B**). To better visualize some of the key target genes in retinas and, hence, the inferred functions of Pou4f1 through these targets, a simplified gene regulatory network (GRN) for RGC development was created, according to the relevant literature (5, 7, 8, 17, 19, 20, 22–24, 45–47), and a number of Pou4f1-bound genes encoded for transcription factors and well-known RGC differentiation markers were color-coded and mapped to GRN at different hierarchical levels according to their roles in development (**Figure 2C** and **Supplementary Figure 2**) (4, 48–51). This simplified Pou4f1-interacted GRN revealed many previously defined functions of Pou4f1, such as a well-established auto-regulatory function of Pou4f1 (52), and its direct involvement in regulating RGC marker expression and subtype formation. It also uncovered a possible feedback regulatory loop through which Pou4f1 controls the upstream regulators, such *as Atoh7, Pou4f2, and Isl1*, which require further investigation. 

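Pou4f1 was itself the nearest gene to 10 regions on chromosome 14 of mm10, and limma called all 10 higher than IgG. The strongest, from 104356479 to 104357091, lies 110908 bp from its TSS and had a signal of 421 in Pou4f1 replicate 1 and 1151 in replicate 2, with IgG listed at 0 (log2 difference 6.14, SE 0.64, adjusted p = 1.0e-19 from limma). A region from 104460462 to 104461159, 6840 bp from the TSS, holds ATNAATWATT at 1 site and had 296 and 254 against 12.01 with IgG. The region over the TSS itself, from 104467257 to 104468558, had 195 and 108 against 9.37 (log2 difference 3.01, SE 0.64, adjusted p = 3.5e-06 from limma). With libraries divided by their sums 3 of the 10 no longer passed: at 2 of them, the TSS among them, the direction turned, to -0.29 at the TSS (adjusted p = 0.677 from limma), and the region with the sequence fell to 0.22 (adjusted p = 0.744 from limma).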

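Atoh7, Pou4f2 and Isl1, transcription factors that act before or beside Pou4f1 in the RGC lineage, had 2, 2 and 4 regions, all higher than IgG. At Atoh7 on chromosome 10, the region from 63098185 to 63098830 was strong in 1 library, with a signal of 248 in Pou4f1 replicate 1 and 38.8 in replicate 2 and IgG listed at 0, and that over the TSS had 101 and 89.6 against 8.46. At Pou4f2 on chromosome 8, the promoter region from 78436760 to 78438341 had 119 and 188 with IgG at 0, and an intergenic region from 78426548 to 78427878, with 1 site of ATNAATWATT, had 205 and 239 against 9.05. The strongest region nearest Isl1, on chromosome 13 from 115852622 to 115853238, lies 456184 bp from its TSS, holds 2 sites of the sequence and had 323 and 632 with IgG at 0, while the region over its TSS had 189 and 116 against 9.43. With libraries divided by their sums, the regions over the TSS of Atoh7 and Isl1 turned to log2 differences of -0.70 and -0.28 (adjusted p = 0.283 and 0.688 from limma), and the intergenic region nearest Pou4f2 fell to 0.31 (adjusted p = 0.645 from limma) and no longer passed.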

In the next sections, we focused on elucidating Pou4f1’s function on RGC subtype formation.

**Figure 2:**
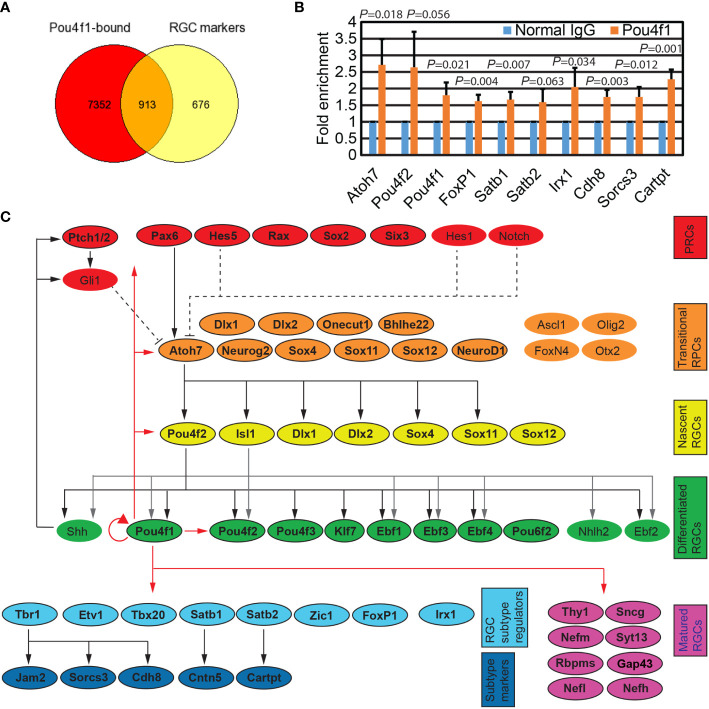
Pou4f1 binds to key regulators for RGC development. **(A)** Venn diagram depicting the overlap of genes associated with Pou4f1-bound elements displayed in **Figure 1B** and RGC-enriched genes from our E16.5 scRNA-seq dataset. **(B)** Quantitative ChIP-PCR validation of a selective subset of Pou4f1-bound peaks. **(C)** Diagram illustrating the known genetic regulatory network (GRN) in RGC development. Genes are categorized according to their involvement in development from retinal progenitor cells (RPCs) to matured RGCs. Genes harboring Pou4f1-enriched peaks near their gene bodies are highlighted in colored boxes and indicated with bold letter. The known GRN hierarchic edges are indicated with black or gray arrow and black dotted lines, and the novel GRN hierarchic edges are indicated with red lines.

### Pou4f1 is required for the expression of Tbr1-Jam2 and the differentiation of J-RGCs

Among the 8,032 enriched regions, we first focused on the *Tbr1-Jam2* regulatory pathway. We found that Pou4f1-bound regions are enriched in both Tbr1 and Jam2 loci (**Figure 3A**). 

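Tbr1, the T-box factor required for J-RGC formation, had 2 regions on chromosome 2 of mm10, both without any signal in the IgG library. The region from 61811552 to 61812426 had a signal of 156 in Pou4f1 replicate 1 and 66.8 in replicate 2, or 111.5 ± 63.3 (SD, n = 2), and its mean lies at percentile 21.5 of all regions. Its log2 difference over IgG was 3.50 (SE 0.64, adjusted p = 7.9e-08 from limma). The region from 61815651 to 61816336, 1537 bp past the 3′ end of the gene, differed less between replicates, with 176 and 184, or 180.0 ± 5.96 (SD, n = 2), at percentile 52.6 and a log2 difference of 4.25 (SE 0.64, adjusted p = 1.0e-10 from limma). With IgG at 0 these differences depend on the pseudocount: they were 6.69 and 7.50 with 1, and 1.63 and 2.20 with 50 (adjusted p = 0.00104 and 1.4e-05 from limma at 50). Coverage behind the first was 3.47 in replicate 1 and 1.09 in replicate 2, and behind the second 3.91 and 3.01.

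**Figure D2:**
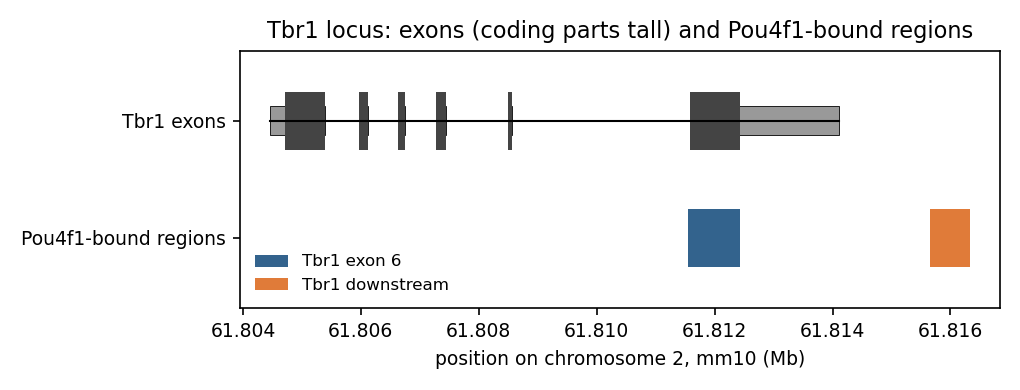
The Tbr1 locus by position on chromosome 2 of mm10 (x axis, Mb), with the exons of the 6-exon transcript in the upper track, coding parts tall, and the 2 Pou4f1-bound regions in the lower track. The region from 61811552 covers 844 bp of coding sequence in the last exon, and that from 61815651 starts past the 3′ end.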

In *Tbr1* locus, we detected two Pou4f1 peaks, including one in exon 6 (chr2: 61811552-61812426) and one in a region slightly downstream to the 3’ UTR (chr2: 61815651-61816336) (**Figure 3A**). Interestingly, both regions encompassed several DNase hypersensitive sites across ENCODE samples, which were validated by high H3K4me3, H3K27ac and/or CTCF ChIP-seq signals and, hence, designated as candidate *Cis*-Regulatory Elements (cCREs; ENCODE Accession: EM10E0697073 to EM100697075 and EM10E0697083–EM10E0697085 respectively) (53), suggesting these regions may serve as enhancers for *Tbr1* transcription activation. 

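Jam2, the adhesion molecule that marks J-RGCs, had 1 region, with close values in the Pou4f1 replicates. On chromosome 16 of mm10 from 84774016 to 84775100, it had a signal of 256 in Pou4f1 replicate 1 and 247 in replicate 2, or 251.3 ± 6.61 (SD, n = 2), against 22.5 with IgG, and its mean lies at percentile 73.1 of all regions. The log2 difference over IgG was 3.01 (SE 0.64, adjusted p = 3.5e-06 from limma). The region spans exon 1 of the 10-exon transcript, from 84774123 to 84774553, of which 67 bp are coding and 364 bp untranslated, and holds no ATNAATWATT. With libraries divided by their sums, which takes out the enrichment of the regions as a whole, the log2 difference turned to -0.76 (adjusted p = 0.244 from limma). The call thus depends on the scale of the IgG library, and this scaling cannot tell whether the region is bound.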

In *Jam2* locus, we detected one Pou4f1-bound peak flanking the promoter and first exon (chr16: 84774016-84775100) (**Figure 3A**). Similarly, three cCREs (EM10E0627570 to EM10E0627572) are found encompassed in this region, implicating that this region is critical for *Jam2* expression. Coincidently, a Tbr1 ChIP-seq experiment on P2 mouse cortical neurons has also identified a Tbr1-bound element in this region (chr16:84774081- 84774541) (54). In addition, Pou4f1 peak was also found in Tbr1 downstream gene *Sorcs3* locus (promoter and exon 1: chr19:48205984-48206850), partially overlapped with a Tbr1-bound element found in P2 cortical neurons (chr19:48,205,029-48,206,269) (**Supplementary Figure 2**) (54). 

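At Sorcs3, a sorting receptor gene, the promoter region had a signal of 105 in Pou4f1 replicate 1 and 111 in replicate 2, or 108.0 ± 4.00 (SD, n = 2), with IgG listed at 0. Its mean lies at percentile 20.0 of all regions, and its log2 difference over IgG was 3.56 (SE 0.64, adjusted p = 4.7e-08 from limma), or 6.77 with a pseudocount of 1 and 1.66 with 50. Exon 1 of 27, from 48206025 to 48206797 on chromosome 19 of mm10, lies wholly within it, with 618 bp coding and 155 bp untranslated. A stronger region that is also nearest the TSS of Sorcs3 lies past its 3′ end, from 48857130 to 48857629, and had 265 and 251 with IgG at 0 (log2 difference 4.74, SE 0.64, adjusted p = 7.7e-13 from limma).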

Because Tbr1 is exclusively expressed in Pou4f1-expressing RGCs and is essential for the formation and dendritic morphogenesis of J-RGCs (**Figure 3B**) (5, 21), and *Sorcs3* has been shown to be an effector gene involved in dendritic morphogenesis for J-RGCs (21), raising a possibility that Pou4f1 is an upstream regulator for *Tbr1-Jam2* expression and Tbr1-expressing J-RGCs (**Figure 3C**).

**Figure 3:**
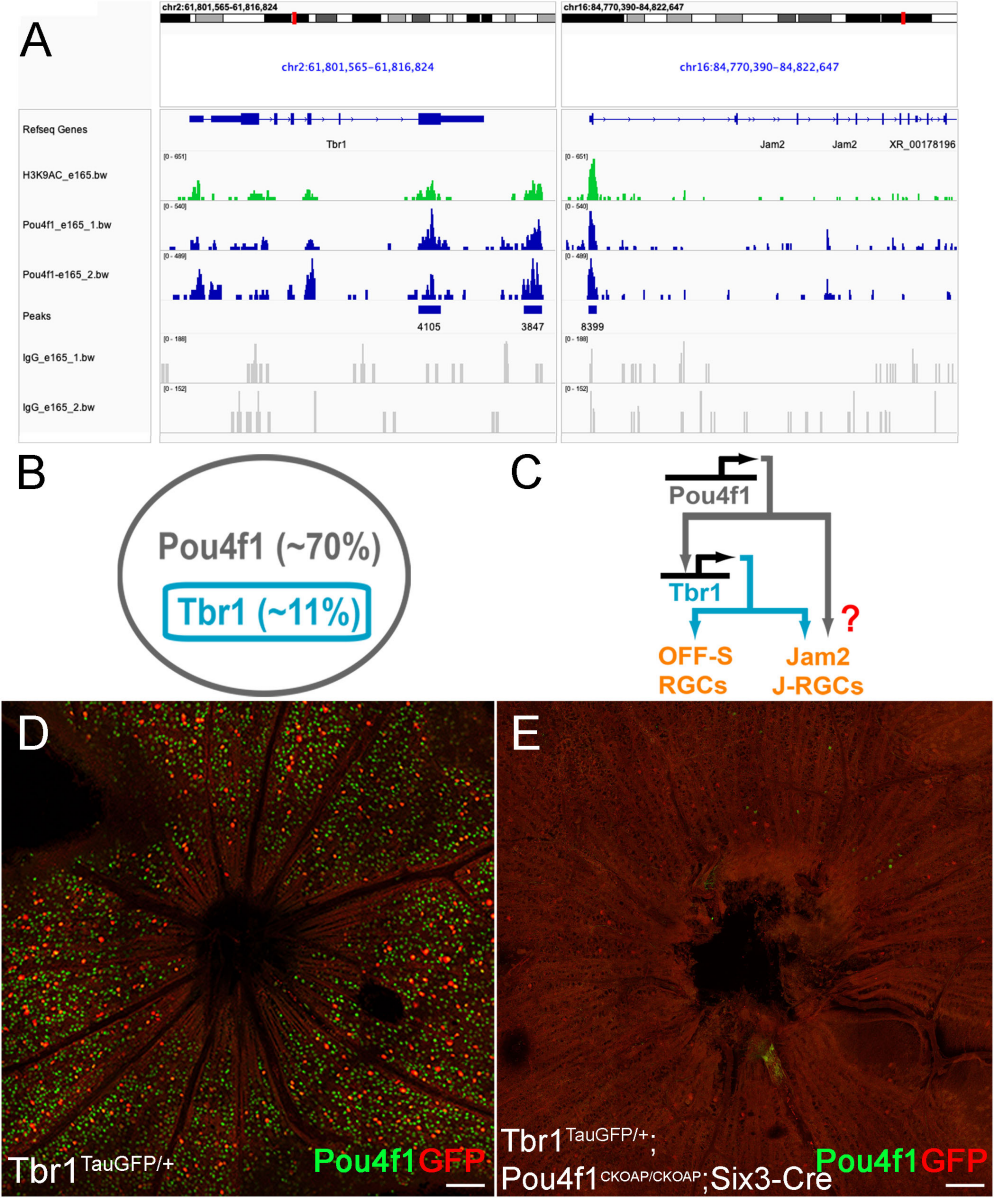
Pou4f1 is essential for *Tbr1* expression. **(A)** Pou4f1-enriched CUT&Tag peaks found within and near *Tbr1 and Jam2* genomic loci. **(B)** Schematic illustration showing the relationship of Tbr1+ RGCs and Pou4f1+ RGCs. **(C)** Transcriptional cascade of Pou4f1, Tbr1 and Jam2 hypothesized by Pou4f1 CUT&Tag sequencing analysis. **(D, E)** Flat-mounted immunostaining using anti-GFP (red) and Pou4f1 (green) antibodies on *Tbr1^tGFP/+^* **(D)** and *Tbr1^tGFP/+^; Pou4f1^CKOAP/CKOAP^; Six3-Cre* **(E)** retinas. Scale bar: 100 μm.

To explore whether Pou4f1 plays a role in regulating *Tbr1* and *Jam2* expression, we bred *Six3-Cre* (an embryonic retina-specific Cre line) with *Pou4f1^CKOAP/CKOAP^* to delete *Pou4f1* in early embryonic retinas. We first generated P7 *Six3- Cre : Tbr1^TauGFP/+^:Pou4f1^CKOAP/CKOAP^* animals and their *Tbr1^TauGFP/+^* littermates as positive controls, and conducted immunofluorescent (IF) staining for Pou4f1 and GFP. We found that the number of GFP-expressing Tbr1-expressing RGCs was significantly down- regulated in *Six3-Cre : Tbr1^TauGFP/+^:Pou4f1^CKOAP/CKOAP^* retinas compared to *Tbr1^TauGFP/+^* control retinas (459 in control *vs.* 58 in mutant; compared **Figures 3D, E**), suggesting that *Pou4f1* is essential for the formation of a large fraction of Tbr1^+^ RGCs. In contrast to this finding, a previous study has shown a 45% down-regulation of *Tbr1* expression levels in P3 *Pou4f1*-deleted cells (**Supplementary Figure 3A**). This discrepancy prompted us to investigate the presence of Tbr1-expressing RGCs in *Pou4f1*-deleted retinas compared to *wildtype* retinas. We conducted immunofluorescence (IF) staining for Tbr1 expression in P7 *Pou4f1^CKOAP/+^* and *Six3-Cre : Pou4f1^CKOAP/CKOAP^* retinas and observed a decrease in the number of Tbr1-expressing RGCs in *Six3-Cre : Pou4f1^CKOAP/CKOAP^* retinas, although the difference was not as significant as that revealed by Tbr1-driven GFP expression (418 in control *vs.* 207 in mutant; see **Supplementary Figures 3B, C**). These findings suggest that Pou4f1 is likely involved in the formation of Tbr1-expressing RGCs as well as in regulating Tbr1 expression levels.

Because Tbr1 is essential for *Jam2* expression and the formation of Jam2-expressing J-RGCs, we further bred *Six3-Cre : Tbr1^f/+^:Pou4f1^CKOAP/+^* with *Tbr1^f/f^:Pou4f1^CKOAP/CKOAP^* to generate *Tbr1^f/+^:Pou4f1^CKOAP/+^* (WT control), *Six3-Cre : Tbr1^f/f^*, *Six3-Cre : Pou4f1^CKOAP/CKOAP^* and *Six3-Cre : Tbr1^f/f^:Pou4f1^CKOAP/CKOAP^* animals (**Figure 4A**), and then conducted RNAscope *in situ* hybridization (ISH) for *Jam2* expression. Consistently, we found that *Jam2* expression is down-regulated to basal levels in both *Six3-Cre : Tbr1^f/f^* and *Six3-Cre : Pou4f1^CKOAP/CKOAP^* retinal sections compared to the control (WT: 28.33 ± 2.08, *Six3-Cre:Tbr1^f/f^*: 6.00 ± 1.00, *Six3-Cre:Pou4f1^CKOAP/CKOAP^*: 6.66 ± 0.57, *Six3-Cre:Tbr1^f/f^:Pou4f1^CKOAP/CKOAP^*:1.33 ± 0.57; **Figures 4B–F**). Furthermore, in *Six3-Cre : Tbr1^f/f^:Pou4f1^CKOAP/CKOAP^* double mutant retinas, *Jam2* expression seemed to be slightly reduced in comparison to *Tbr1-* or *Pou4f1*-single mutant, although the reduction is relatively modest (**Figures 4B–F**).

**Figure 4:**
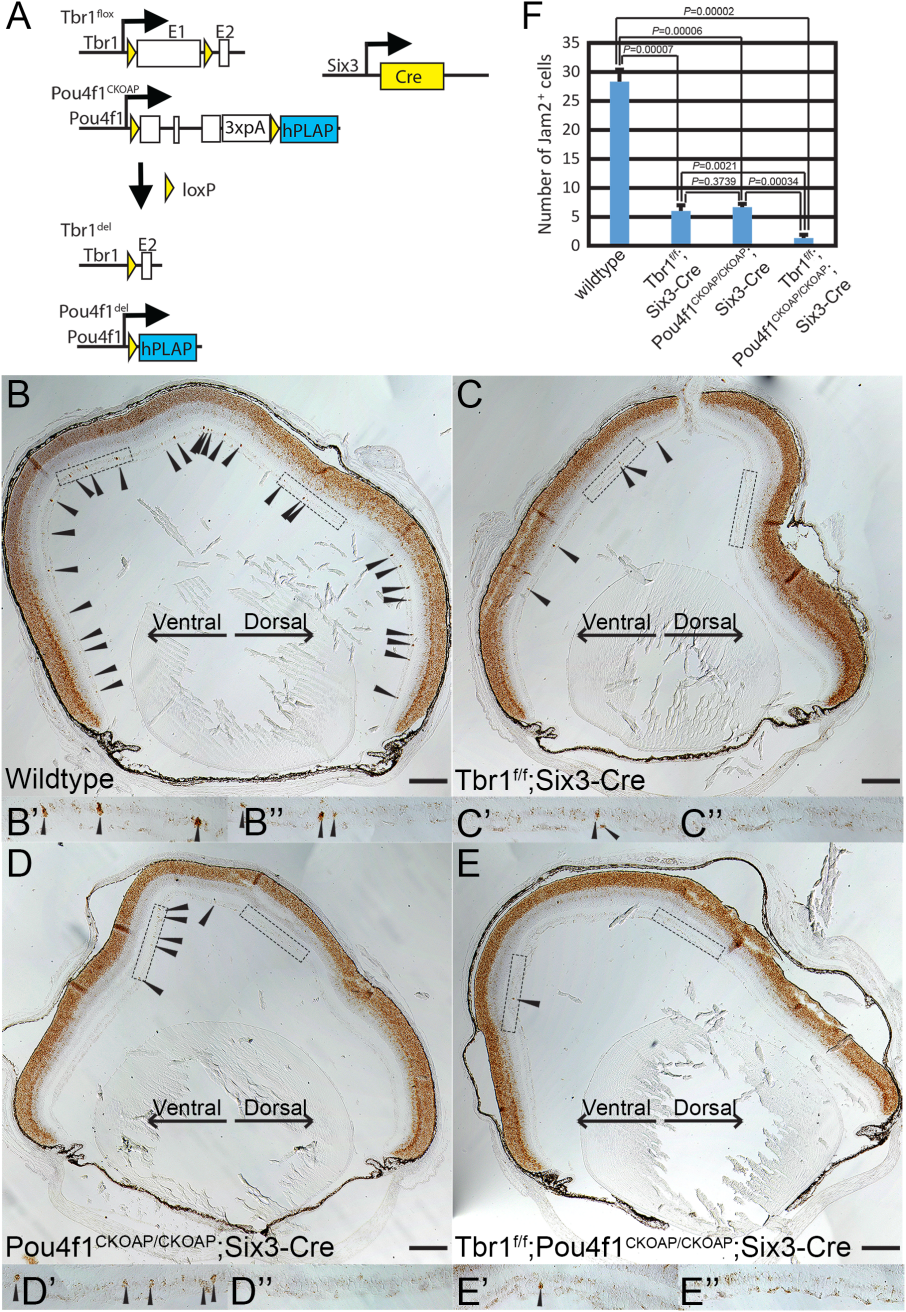
Pou4f1 is essential for *Jam2* expression. **(A)** Schematic illustration showing Tbr1-flox, Pou4f1-CKOAP and Tbr1-Pou4f1-double CKO by Six3-Cre. **(B-E)** *In situ* hybridization (ISH) of *Jam2 on* P7 wildtype **(B)**, *Tbr1^f/f^; Six3-Cre* **(C)**, *Pou4f1^CKOAP/CKOAP^*; *Six3-Cre* **(D)** and *Tbr1^f/f^; Pou4f1^CKOAP/CKOAP^; Six3-Cre* **(E)** retinal sections. (B’-E’) ISH images of the ventral part of the retinas. (B’’-E’’) ISH images of the dorsal part of retinas. **(F)** Quantification and statistical analysis of ISH data in panels **(B-E)**. Scale bar: 200 μm.

The down-regulation of *Tbr1* and *Jam2* expression in *Pou4f1*-mutant retinas suggested that *Pou4f1* is required for the expression of *Tbr1* and *Jam2* and the formation of J-RGCs. To directly test this idea, we used genetic sparse labeling. We bred *Jam2^CreER ^: Pou4f1^CKOAP/+^* mice with *Pou4f1^CKOAP/CKOAP^* mice and induced Cre activity at embryonic day 18.5 (E18.5) by intraperitoneal injection of tamoxifen (**Figure 5A**). We isolated retinas from P30 *Jam2^CreER ^: Pou4f1^CKOAP/+^* and *Jam2^CreER ^: Pou4f1^CKOAP/CKOAP^* littermates for alkaline phosphatase (AP) staining. Consistent with the IF and ISH data, we found a significant reduction in the number of J-RGCs in Pou4f1-mutant retinas compared to controls (control: 18.75 ± 6.4, mutant: 8.00 ± 2.16, P = 0.04; **Figures 5B, C**). Furthermore, to determine whether Pou4f1 deletion leads to cell death in embryonic retinas, we performed a TUNEL assay on E18.5 wildtype and *Pou4f1^del/del^* retinal sections and observed TUNEL signal dispersed in the ganglion cell layer (GCL) throughout the peripheral and central retina (**Supplementary Figures 4A, B**). A 1.54-fold increase in TUNEL+ cells was detected in the GCL of *Pou4f1^del/del^* retina (28.17 ± 9.37; see **Supplementary Figures 4B**, **6D**) compared to wildtype (18.33 ± 7.97; see **Supplementary Figures 4A, C**). Taken together, these data substantiate our hypothesis that the *Pou4f1-Tbr1-Jam2* genetic hierarchy is the primary pathway for J-RGC subtype development.

**Figure 5:**
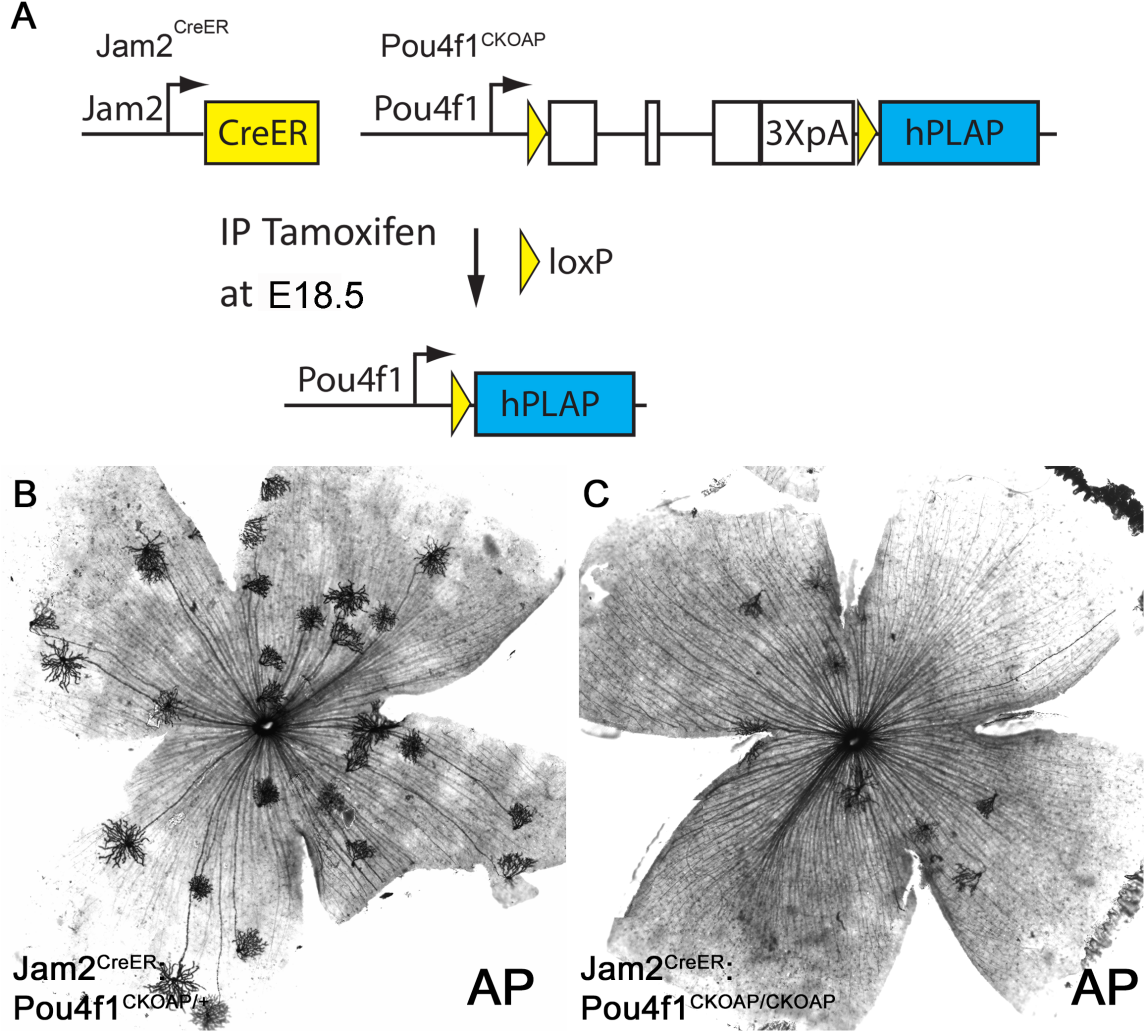
Pou4f1 is essential for J-RGC formation. **(A)** Schematic illustration of Pou4f1 knockout by *Jam2^CreER^*. **(B, C)** AP staining on *Jam2^CreER^; Pou4f1^CKOAP/+^* **(B)** and *Jam2^CreER^; Pou4f1^CKOAP/CKOAP^* **(C)** flat-mounted retinas.

### Pou4f1-bound elements possess subtype RGC-specific enhancer activity

Differential gene expression is preceded and marked by the interaction between key TFs and enhancer elements to safeguard precise spatiotemporal expression patterns and quantitative dynamics of target genes. The binding of Pou4f1 to *Tbr1* and *Jam2* loci at E16.5 preceded the onset of *Tbr1* and *Jam2* expression in RGCs yet Pou4f1 is required for *Tbr1* and *Jam2* expression at postnatal stages suggested that Pou4f1-bound elements identified in E16.5 developing RGCs may serve as subtype-specific enhancer elements in mature RGCs. To test this idea, we selected a subset of Pou4f1-bound elements near genes with known functions in RGC subtype formation and cloned these fragments upstream to a HSP68-basal promoter fused to CreERT2-pA reporter construct (**Figure 6A**). A reporter construct without any Pou4f1-bound element was used as a negative control. We injected these constructs into adult Ai9 mouse retinas followed by a mild electroporation procedure and tamoxifen induction, and then isolated retinas 7 days later for IF staining for Pou4f1 and Ai9 expression analysis (**Figure 6B**).

**Figure 6:**
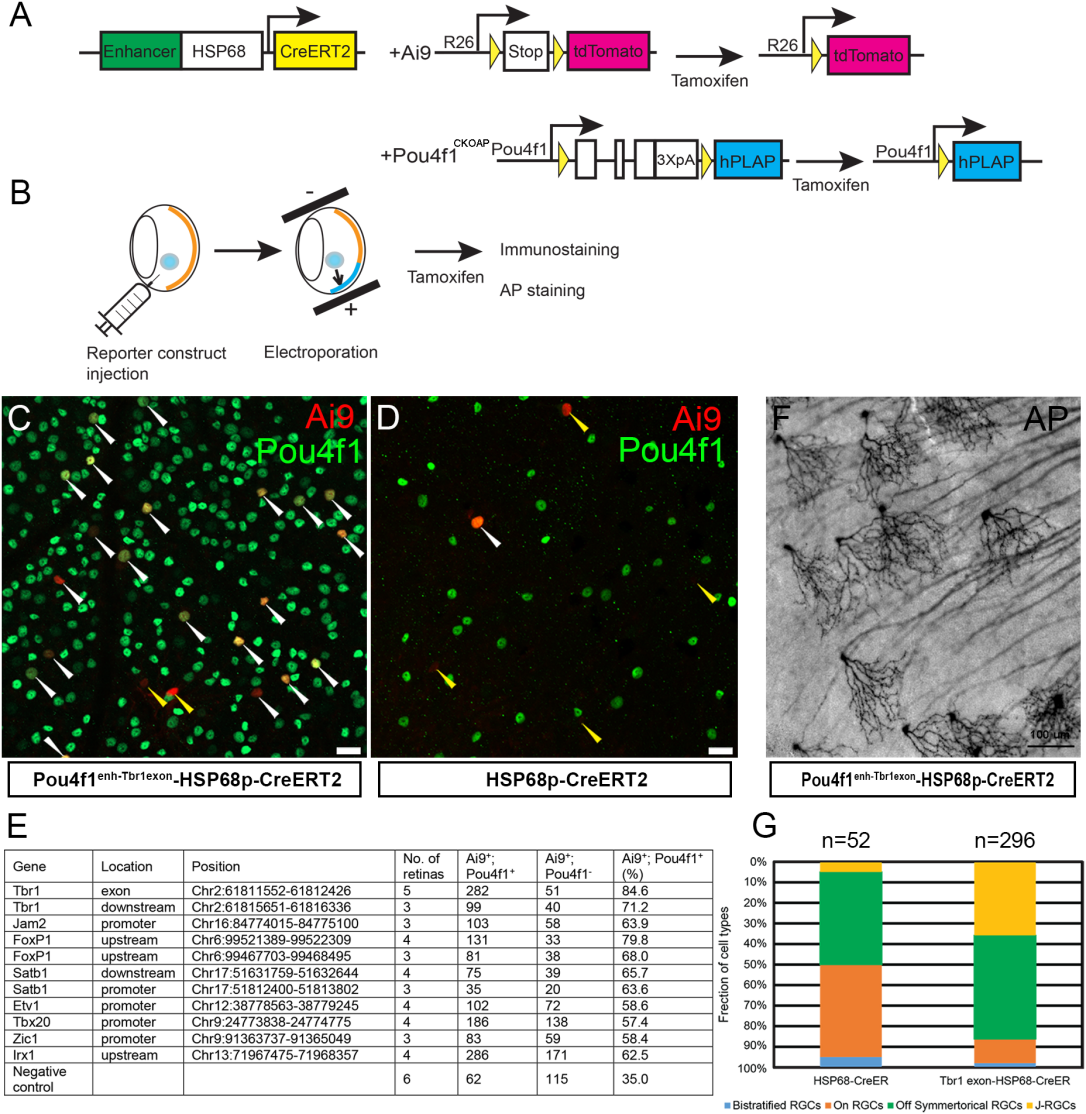
Pou4f1-bound elements as functional enhancers in RGC subtypes. **(A)** Schematic illustration showing the reporter system driven by Pou4f1-mediating enhancer. **(B)** Experimental strategy of enhancer assay. **(C, D)** Ai9 reporter expression driven by Pou4f1^Enh-Tbr1exon6^HSP68p-CreERT2 reporter **(C)** or negative control construct (HSP68p-CreERT2). **(D)** Ai9 and Pou4f1 co-expressing RGCs were indicated with white arrowheads; Ai9^+^ cells without Pou4f1 expression were indicated with yellow arrowheads. **(E)** Summary of enhancers assay. **(F)** Representative AP-stained image with Pou4f1^Enh-Tbr1exon6^HSP68p-CreERT2 reporter construct. **(G)** The fraction of cell types driven by Pou4f1^Enh-Tbr1exon^HSP68p-CreERT2 reporter and the negative control construct (HSP68p-CreERT2). Scale bars: 20 µm in **(C, D)** and 100 µm in **(F)**.

In the retinas electroporated with Pou4f1^enh-Tbr1exon^-HSP68p-CreERT2 construct, 84.6% of the Ai9+ cells were Pou4f1+ RGCs (**Figures 6C, E** and **Supplementary Figure 5A**); whereas in retinas electroporated with control HSP68p-CreERT2 construct, only 35% of the Ai9+ cells were Pou4f1+ RGCs (**Figures 6D, E**). These data suggested that the 875 bp Pou4f1-bound element in the sixth exon of Tbr1 possessed high levels of enhancer activity directing reporter gene expression in Pou4f1-expressing RGCs. Similarly, a Pou4f1-bound element in the upstream region of Foxp1 also possessed high levels of enhancer activity in Pou4f1+ RGCs (**Figure 6E** and **Supplementary Figure 5B**). In addition, other elements were capable of directing expression of Ai9 reporter gene in Pou4f1+ RGCs, although the levels of correlation were not as high as the enhancer elements in Tbr1 exon 6 and Foxp1 upstream region (**Figure 6E** and **Supplementary Figures 5C–F**).

The Pou4f1-bound element in exon 6 of Tbr1 is located in a protein encoding region, which is conserved among species. It has been found to be part of a super-enhancer in mouse cortex (55). 

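In the mouse annotation of mm10, 844 of the 875 bp of the Tbr1 element are protein-coding sequence of exon 6 of 6, which runs from 61811583 to 61814114, and the last exon of a 5-exon transcript starts at the same base and ends at 61812531. The remaining 31 bp lie in the intron before it, and the element reaches no untranslated sequence. Its GC content is 72.1%, that of the region past the 3′ end is 70.3%, and neither holds ATNAATWATT, even with 1 mismatch. In both E16.5 libraries with the anti-Pou4f1 antibody the signal lay above that with IgG. After describing the binding, the paper raises the possibility that Pou4f1 lies upstream of Tbr1 and Jam2 because Tbr1 is found only in Pou4f1-expressing RGCs and is needed for J-RGCs, and Sorcs3 acts in their dendrites, and it later takes them to be direct targets from the bound elements together with their lower expression in Pou4f1-mutant retinas.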

The highly correlated expression of Ai9+ signal and Pou4f1+ RGCs in Pou4f1^enh-Tbr1exon^-HSP68p-CreERT2 construct prompted us to test whether this element can function as subtype-specific enhancer. To test this, we injected Pou4f1^enh-Tbr1exon^-HSP68p-CreERT2 plasmid into adult *Pou4f1^CKOAP/+^* retinas followed by electroporation and tamoxifen induction, and isolated retinas 7 days later for AP staining analysis (**Figures 6A, B**). In the retinas electroporated with Pou4f1^enh-Tbr1exon^-HSP68p-CreERT2 construct, approximately 36% of the AP+ RGCs appeared as J-RGCs (**Figures 6F, G**), whereas in retinas electroporated with negative control construct, less than 4% of the AP+ RGCs were J-RGCs (**Figure 6G**). These data indicated that this 875 bp element was capable of conferring high-level enhancer activity, not just in Pou4f1-expressing RGCs but also, preferentially, in J-RGCs.

## Discussion

Pou4f1 expression in differentiated RGCs was identified nearly three decades ago. However, its functions in regulating RGC development were only partially revealed. In E16.5 mouse retinas, the number of Pou4f1-expressing RGCs accounts for approximately 5% of all retinal neurons (**Supplementary Figure 1C**, and Kiyama and Mao unpublished data), hindering the effort to uncover Pou4f1’s genome occupancy by conventional ChIP-seq analysis, which requires millions of cells as starting materials. With the advance of the CUT&Tag sequencing technique, we can bypass the need of large number of cells and have identified Pou4f1’s *in vivo* binding sites. By mapping to RGC-specific open chromatin, we can distinguish Pou4f1-bound elements in open and close chromatin, respectively, critical in understanding how Pou4f1 binds and acts on its various targets along development.

### Extensive Pou4f1-to-chromatin interaction revealed by CUT&Tag

The extensive long list of 8,032 Pou4f1-bound elements identified in this study is less likely due to experimental artifact because: 1) the dataset was obtained from two highly correlated replicate experiments and Homer analysis revealed that the most enriched binding motif in our list matched well to Pou4f1 binding motif; and 2) the CUT&Tag procedure contains several washing steps using high salt concentration (150-300 mM NaCl), which is not favorable for weaker protein-DNA interaction. Additionally, we have uncovered many previously known Pou4f1 target genes and Pou4f1-bound elements.

On the list of Pou4f1-BOC, where the 8,032 Pou4f1-bound sites were intersected with RGC-specific open chromatin regions, we found that 47.18% of the Pou4f1-BOC elements contained predicted Pou-TF binding motif (**Figure 1C**). In contrast, within the other Pou4f1-bound elements mapped to the close chromatin regions in RGCs, only 3% contained predicted Pou-TF binding motif. This contrast suggested that Pou4f1 likely binds to its DNA targets through direct Pou4f1-to-DNA interaction when the targets are in an “open” chromatin state, and its binding to “close” chromatin structure is most likely through indirect interaction with other TFs and/or epigenetic factors. The factors involved in such indirect interaction are yet to be identified.

Another interesting feature revealed by Homer analysis on Pou4f1-BOC is that the predicted Isl1 binding motif was revealed as the second-most abundant motif (15.90%) (**Figure 1C**). It has been shown that Pou4f2 and Isl1 physically interact, forming a complex to exert its transcription activity in mouse RGCs, and the cognate Pou4-like factors and Isl1-like TFs genetically interact with each other in regulating touch neuron development in *C. elegans* (19, 56–58). Our data implicated that Isl1 may also interact with Pou4f1 in a similar manner to convey transcription activity on some of the RGC genes, although this notion remains to be determined.

### Multiple roles of Pou4f1 in RGC transcription networks

Through genetic loss-of- and gain-of-function studies, the “Atoh7→Pou4f2/Isl1→Pou4f/other TFs” transcriptional cascade is well established as the main pathway for RGC development (16, 17, 19, 45, 56). Atoh7 operates in post-mitotic RPCs to provide competency state favored RGC production. Pou4f2 and Isl1 are immediate downstream regulators of Atoh7 working together in early RGCs, and Pou4f1 and other TFs function downstream of Pou4f2/Isl1 in differentiated RGCs to maintain RGC functional specificity, survival, and subtype identity. Our CUT&Tag data suggested Pou4f1 may have more complex functions in this simplified lineal cascade.

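Pax6 and Rax, homeobox genes active in retinal progenitors, each had a region that was higher than IgG. At Pax6 the region over the TSS, on chromosome 2 of mm10 from 105674796 to 105675862, had a signal of 93.0 in Pou4f1 replicate 1 and 89.4 in replicate 2 with IgG listed at 0 (log2 difference 3.34, SE 0.64, adjusted p = 2.8e-07 from limma). An exon region of Rax on chromosome 18, from 65934585 to 65935566, had 140 and 203 with IgG at 0 (log2 difference 4.16, SE 0.64, adjusted p = 2.4e-10 from limma). A second Rax region, over the TSS from 65938513 to 65939746, did not pass, with 90.9 and 20.8 against 14.8 with IgG (log2 difference 1.17, adjusted p = 0.0693), and turned to -2.31 with libraries divided by their sums (adjusted p = 0.00067 from limma). Over these and the genes Atoh7, Pou4f2 and Isl1, 5 of 5 genes had a region (adjusted p = 0.00483 over 15 lists, Fisher's exact test), and 10 of 11 regions were higher than IgG (10 when adjusted over the list alone), but the study chose these genes on these samples, so the count is not independent evidence. The list did not pass with only regions above the median signal (2 of 5, adjusted p = 0.322) or in the upper 25% (1 of 5, adjusted p = 0.753, both from Fisher's exact test), and with libraries divided by their sums 7 of the 11 regions were higher and 1 lower.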

First, we found that Pou4f1 binds to many genes encoding upstream regulator in RGC transcriptional network, such as Pax6, Rax, Atoh7, Pou4f2, and Isl1 (**Figure 2C**). In many developmental systems, feedback loop is a common mechanism to control the numbers of cells produced through development into a mature tissue/organ composed of properly balanced cell types, and TFs are the intrinsic elements in the cells to carry out this task. Our finding of Pou4f1-bound elements in many upstream regulators, which are activated in RPCs but not expressed in RGCs, suggests a possible role of Pou4f1 in silencing some of these genes in RGCs to prevent their aberrant expression in the wrong cells, which may lead to unwanted effects. Consistent with this notion, Pou4f1 has been shown to bind to and repress the expression of Neurod1 and Neurod4 in embryonic trigeminal ganglia (52). Conversely, a single transcription factor is unlikely solely responsible for negative feedback regulation. For instance, removing Pou4f2 and Isl1 do not cause a dramatic difference in chromatin status in RGCs (47, 59). The functional significance of Pou4f1 binding to these upstream genes remains to be elucidated.

Second, we found extensive Pou4f1 occupancy on its own locus, suggesting an auto-regulatory loop by Pou4f1. Transcriptional autoregulation is a common mechanism to stabilize the production of the transcription factor in a steady state. It is not surprising that Pou4f1 regulates its own expression through development into mature RGCs because Pou4f1 is turned on early in differentiated RGCs and stays activated in approximately 70% of all mature RGCs. Pou4f1 has been shown to auto-regulate its own expression in several sensory systems (52, 60). Our finding in E16.5 retinas resonates well with these studies.

We have also identified Pou4f1-bound sites on many RGC-enriched genes (**Supplementary Table 3**). For example, Sncg, Syt13, Gap43, Rbpms, and many others, are bound by Pou4f1 (**Supplementary Figure 6**). 

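Syt13, Gap43 and Rbpms, encoding a synaptotagmin, a growth cone protein and an RNA-binding protein used as a pan-RGC marker, had 2, 3 and 2 regions, all higher than IgG. The strongest was in an intron of Rbpms on chromosome 8 of mm10, from 33799133 to 33800564, with a signal of 434 in Pou4f1 replicate 1 and 983 in replicate 2 and IgG listed at 0 (log2 difference 6.05, SE 0.64, adjusted p = 3.1e-19 from limma), and the other Rbpms region had 125 and 156 against 2.63. At Syt13 on chromosome 2, an intron region from 92920598 had 380 and 479 with IgG at 0, and the region over the TSS, with 1 site of ATNAATWATT, had 272 and 304 against 19.1. The 3 regions nearest Gap43 lie 84432 to 148629 bp from its TSS, and the strongest had 194 and 385 against 1.01. With libraries divided by their sums, the region over the Syt13 TSS and that in an intron 84432 bp from the Gap43 TSS turned to -0.35 and -0.99 (adjusted p = 0.605 and 0.131 from limma), and the other Rbpms region no longer passed (1.24, adjusted p = 0.0538 from limma).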

In many of these RGC-enriched genes, Pou4f1-bound elements are located within the open chromatin, which are also marked with H3K9AC binding, suggesting that Pou4f1 functions as an activator in maintaining the expression of these genes in differentiated RGCs. Consistent with our finding, a recent study identified a Pou4f1 binding site (5’-ATCAATATTTCATCT-3’) in the promoter of Sncg, which is capable of conveying Pou4f1-dependent enhancer activity in HEK293 cells (32) and, not surprisingly, this element is located in our Pou4f1-bound element (Chr14:34374429-34375186) (**Supplementary Table 1**). Furthermore, deleting Pou4f1 in RGCs leads to profound defect in the morphologies and numeric number of RGCs (28) and down-regulation of Sncg (Takae and Mao, manuscript in preparation). In addition, several well-studied, Pou4f1-dependent RGC-enriched genes, including Rbfox1, Eml1, Hpca, Mapk10, Snap91, Tusc5, Elfn1, Grm4, Pnkd, Rims1, Nptx1, Nptx2, Sez6l2, Cdh4, and Tmem25, identified in post-natal day 3 retinas (31), are found to be direct targets of Pou4f1 in this study (**Supplementary Figure 6**). 

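At Sncg, which encodes gamma-synuclein of RGC axons, the region had a signal of 166 in Pou4f1 replicate 1 and 223 in replicate 2, or 194.0 ± 40.3 (SD, n = 2), against 16.1 with IgG, and its mean lies at percentile 57.8 of all regions. The log2 difference over IgG was 2.95 (SE 0.64, adjusted p = 5.3e-06 from limma), or 3.49 with a pseudocount of 1 and 1.87 with 50. ATCAATATTTCATCT matches the minus strand, on which Sncg is transcribed, from 34374674 to 34374688 on chromosome 14 of mm10, 115 bp from the TSS and within exon 1 (34374460 to 34374789). The plus strand around it reads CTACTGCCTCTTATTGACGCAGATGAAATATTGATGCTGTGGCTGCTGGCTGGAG. The region holds no exact ATNAATWATT and 2 sites with 1 mismatch. With libraries divided by their sums the log2 difference turned to -0.66 (adjusted p = 0.318 from limma).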

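Of these 15 genes, 14 had a region nearest their TSS (adjusted p = 4.5e-06 over 15 lists, two-sided Fisher's exact test), and Hpca, which encodes the calcium sensor hippocalcin, had none there or in its gene body. The paper takes these genes from work on P3 retinas and names them as targets found with these samples, so the count is not independent evidence. All 28 regions were higher than IgG (28 when adjusted over the list alone), and 6 held ATNAATWATT. After Eml1, the strongest was nearest Tusc5, now named Trarg1, with a signal of 728 in Pou4f1 replicate 1 and 891 in replicate 2 against 8.28 with IgG (log2 difference 5.48, SE 0.64, adjusted p = 2.9e-16 from limma). Nptx1, a secreted neuronal pentraxin, had 5 regions, the strongest with 299 and 573 against 8.45, and Rbfox1, a neuronal splicing factor, had 5, of which an intron region had 271 and 420 with IgG at 0. The weakest single-region gene was Sez6l2, whose promoter had 88.3 and 63.1 with IgG at 0. With the upper 25% of regions by signal alone, 6 genes had one (adjusted p = 0.0042, Fisher's exact test), and with libraries divided by their sums 18 of the 28 regions were higher than IgG and 1 lower, and the strongest Nptx1 region no longer passed (1.27, adjusted p = 0.0523 from limma).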

Most of the Pou4f1-bound sites in these loci are localized in the open chromatin structure (**Supplementary Table 3**), suggesting Pou4f1 has already functioned on trans-activating these genes as early as E16.5.

### Pou4f1 involvement in RGC subtype formation

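Of 13 genes of J-RGCs and other RGC subtypes, 12 had a Pou4f1-bound region nearest their TSS, all but Cntn5 (adjusted p = 2e-05 over 15 lists, two-sided Fisher's exact test). The paper names most of these genes as bound, so the count is not independent evidence. Of their 21 regions 19 were higher than IgG (19 when adjusted over the list alone), 1 nearest Cdh8 was lower and 1 nearest Irx1 passed in neither direction. The lower region lies 570660 bp from the Cdh8 TSS and is masked as repeat over 100% of its length. The Cdh8 promoter region was higher (log2 difference 2.11, adjusted p = 0.00107 from limma). Among the 13 elements whose coordinates the paper gives, all were above IgG in both Pou4f1 libraries, 12 passed with limma, 9 were lower in Pou4f1 replicate 2 than in replicate 1, and 1, that in Foxp1 from 99467704 to 99468495 on chromosome 6 of mm10, held ATNAATWATT, at 2 sites. The other Foxp1 element, from 99521390 to 99522309, and the Satb1 promoter, from 51812401 to 51813802 on chromosome 17, had a signal of 115 and 47.2, and of 177 and 80.1, with IgG listed at 0. The Foxp1 element with the sequence had 138 in replicate 1 and 75.7 in replicate 2 with IgG at 0, and one past the 3′ end of Satb1 had 160 and 481 against 13.8, while the promoters of Etv1, Tbx20 and Zic1 had 151 and 84.9, 189 and 75.7, and 86.5 and 48.3. The element upstream of Irx1 had 136 and 32.9 against 27.7 (log2 difference 1.07, SE 0.64, adjusted p = 0.0949 from limma), and an intron region nearest the same TSS had 78.6 and 84.5 with IgG at 0 (3.19, adjusted p = 8.8e-07). With libraries divided by their sums 10 of the 21 regions were higher and 2 lower, 8 of the 13 elements passed as higher, those of Satb1 downstream and Tbx20 fell to 0.07 and 0.54 (adjusted p = 0.932 and 0.431 from limma), the element upstream of Irx1 turned to -2.70 (adjusted p = 9.6e-05 from limma), and with the upper 25% of regions by signal alone the list did not pass (adjusted p = 0.261, Fisher's exact test).

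**Figure D3:**
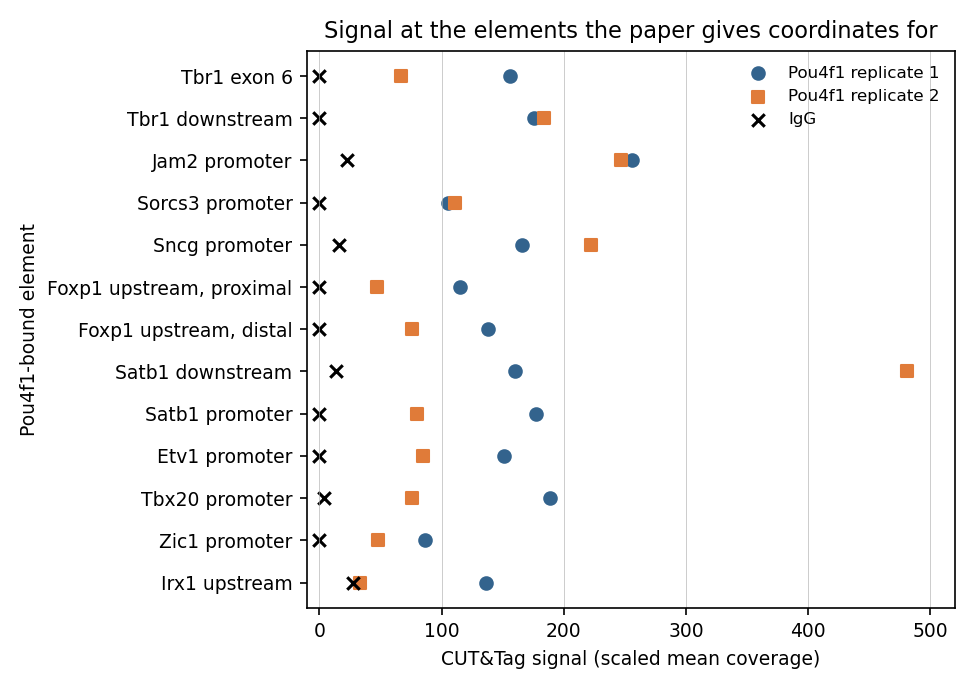
CUT&Tag signal (x axis, scaled mean coverage) at the 13 elements whose coordinates the paper gives (y axis), with a point per library for Pou4f1 replicate 1, Pou4f1 replicate 2 and IgG. IgG is at 0 for 8 elements, and the Irx1 element has 32.9 in Pou4f1 replicate 2 beside 27.7 with IgG.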

An intriguing finding in this study is the discovery of Pou4f1-bound elements within or in close proximity to several genes involved in RGC subtype development, including Tbr1, Jam2, Sorcs3, Foxp1, Satb1, Satb2, Irx1, Tbx20, and Zic1. Among these, we found that *Tbr1 and Jam2* expression are significantly down-regulated in Pou4f1-mutant retinas, placing them as direct down-stream targets of Pou4f1 during RGC development. We also showed that Pou4f1-bound region in exon 6 of Tbr1 is capable of conferring high levels of enhancer activity in J-RGCs. Together, our data established a Pou4f1-Tbr1 transcriptional cascade important for the development of J-RGCs.

In an attempt to understand ipRGC development, we have identified Irx1 and Tbx20 as downstream effector genes of Tbr2 for the development of a subset of ipRGC subtypes. It is known that Pou4f1 is not expressed in ipRGCs (5, 7), and Irx1 expression has been shown to be up-regulated in Pou4f1-mutant retinas (61), suggesting that Pou4f1 may play a role in suppressing Irx1 expression level in fate-undetermined RGC precursors, a plausible mechanism used to ensure subtype segregation and divergence during RGC development (62).

## Summary

The invention of novel genomic techniques has greatly advanced our understanding of how TFs and epigenetic factors function *in vivo* (63–65). We applied CUT&Tag- sequencing to identify genome occupancies of Pou4f1 in developing mouse retinas. A similar recent study has also identified genome occupancies for several key TFs, including Atoh7, Isl1, and Pou4f2, in RGC development (47, 59). The cross comparison between these target elements will further assist our understanding of how combinatorial TFs function during RGC differentiation. Moreover, the incorporation of these novel techniques into droplet-based, single-cell platforms to profile chromatin landscapes or TF occupancies in single cells will, inevitably, revolutionize how we view the interplay of different transcription factors and networks in time and space during development (66, 67).

## Data availability statement

The datasets presented in this study have been deposited in the NCBI Geo datasets under the accession number GSE221209.

## Ethics statement

The animal study was reviewed and approved by the Animal Welfare Committee at The University of Texas Health Science Center at Houston (AWC-21-0102).

## Author contributions

CAM, TCB, TK, and HYA designed the experiments. CAM, TK, HYA, and TCB executed the experiments. CAM wrote the paper. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

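The series holds 5 CUT&Tag samples from wildtype mouse retinas at E16.5, with 4 retinas pooled per library: 2 with the anti-Pou4f1 antibody, 2 with rabbit IgG and 1 with anti-H3K9AC. The table used here gives values for 8038 regions in Pou4f1 replicates 1 and 2 and in 1 IgG column. That column carries no replicate number and was taken as 1 library. It holds 1 more value column, which matched no sample label and was left out, and the H3K9AC library was not analysed here.

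The authors trimmed paired-end 75-cycle reads, masked low-complexity and low-quality sequence, mapped them to mm10 with Bowtie2 and called regions with SEACR in relaxed mode against IgG. The deposited signal is the mean coverage per base of a region multiplied by 1 factor per library, and the paper's text does not name where that factor comes from or whether duplicate reads were removed. The signal times the width of a region was a whole multiple of 1 step per library within 0.02 of a step, and the signal divided by that step gives the coverage, whose mean over regions was 4.86 in Pou4f1 replicate 1, 3.37 in replicate 2 and 0.144 with IgG. The total number of reads per library was not analysed here, so no floor in reads is given for a region at 0.

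A test for counts was planned before the data were examined, as were the gene lists, the motif, the places and most alternatives; since the values are coverage and not counts, limma 3.58.1 in R 4.3.3 was used instead, on log2(signal + 10), with the 2 Pou4f1 libraries against the IgG library, no covariates, no further scaling and Benjamini-Hochberg adjustment at 0.05. With 1 residual degree of freedom the prior took over fully, so that every region has the same standard error, and a p orders regions by the size of the difference. On simulated data for the 8038 regions with a replicate SD of 0.483 on the log2 scale, the same test called 1 of 50 regions with a log2 difference of 1, 19 of 50 at 2, 50 of 50 at 4 and 50 of 50 at 6, and 7 unchanged regions. The simulation placed IgG at the Pou4f1 level of each region, with the spread of the Pou4f1 pair and without the many IgG values at 0. It therefore does not give the power or the false calls of the real comparison.

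Places, gene bodies and TSS came from the GENCODE basic mouse annotation on the mm10 assembly, and sequence, repeat masking and GC content from the same assembly, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. A region was a promoter region if it came within 1 kb of a TSS, otherwise an exon, intron or intergenic region, and it was assigned to the protein-coding gene with the nearest TSS, by which a gene far from its neighbours collects more regions, so gene lists were also counted by gene body. Shares have Wilson 95% intervals, which cover counting error only. The motif was compared with stretches of the same width 5 kb away by the exact McNemar test, medians by permutation tests with 100000 resamples, and 15 gene lists of 218 genes, all of which matched the annotation, by two-sided Fisher's exact tests against all other genes, adjusted over the lists. The motif search and Fisher's test were also tested on simulated data.

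The regions to name were set as each region whose coordinates the paper gives, the regions of genes the paper names in its results or discussion, at most 4 examples per gene list by largest signal, the 10 regions with the largest signal, and the 10 largest and 5 smallest log2 differences. Hes1 and the list genes named as having no region are outside this rule and were chosen after their values were seen, and some genes and regions that the rule takes in are not reported here. Alternatives covered the scaling of libraries, the pseudocount, the variance model, small and weak regions, thresholds, the distance that makes a promoter, the motif and its background, the regions counted for a gene list and each Pou4f1 library alone.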

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

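The tests of repeats and of IgG signal in promoters were chosen only after those results were seen. The 3 regions with the largest mean Pou4f1 signal lie outside those the paper discusses and far above IgG. The largest is on an unlocalized scaffold of chromosome 4, from 15622 to 17553, with a mean of 5256 against 12.6 with IgG, the next is the promoter of Ell, which encodes a transcription elongation factor, with 2129 against 9.33, and the third is in an intron of Tmem178b with 1582 and IgG at 0.

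By the median log2 ratio, Pou4f1 replicate 2 was lower than replicate 1 in promoters (-0.48) and higher in distal regions (0.201), a difference of -0.68. The distal median was itself negative at a GC content of 55 to 60% (-0.251) and of 60 to 65% (-0.409). The values argue against the lower depth of replicate 2, since the difference was -0.798 in the upper 25% of regions by signal. GC content bias between the libraries stays open and cannot be told apart from a difference by place: within bins of GC content the difference was -0.507 at 50 to 55%, -0.191 at 55 to 60% and -0.098 at 60 to 65%, with a weighted mean of -0.221 (bootstrap 95% interval -0.284 to -0.157). Both libraries come from 1 condition, so no biological explanation was tested.

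At 170 regions the IgG signal was at least the mean Pou4f1 signal, and of the 169 with sequence 113 (66.9%) were masked as repeat over at least 50% of their length, against 41 of 7859 other regions (0.522%, two-sided Fisher's exact test, p = 2.5e-174). Reads shared between copies of a repeat may therefore account for most of these regions, a hypothesis tested on the data it came from. The 5 regions with the lowest log2 differences are not among those so masked, with 0% masked nearest Chmp6, Zfand3, Ect2 and Mlf1 and 40.8% nearest Ucp1. These and the others of the 170 stay unexplained, and no biological explanation was tested.

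Promoter regions seldom hold ATNAATWATT. Base composition is a candidate explanation: from the bases of each region, 0.285% of promoter regions and 2.36% of distal regions would hold it by chance, against 2.62% and 26.0% observed, and the excess over chance in distal regions was 1.2 times that in promoters (bootstrap 95% interval 1.02 to 1.45). Access of the transposase without a specific antibody stays open and cannot be told apart: the median IgG signal in promoter regions without the sequence was 0.0352 of that with Pou4f1 as deposited, but 0.684 with libraries divided by their sums, and the regions had been called on these libraries. By place the median IgG signal was 5.42 in promoters, 5.62 in exons, 0 in introns and 1.98 between genes. Binding through other proteins, which the paper proposes, was not tested.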

How the results depend on the processing

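Alternatives for pseudocount, unscaled coverage, variance model, weak or small regions, margin over IgG, the library sums outside the region test and, for the regions above IgG in both libraries and the signal by place, leaving out a Pou4f1 library were added after the data were seen. The count of 7698 regions higher than IgG stayed between 6686 and 7710 except with libraries divided by their sums over regions, which gave 4038, and the 7801 regions above IgG in both libraries became 4804 there and 7818 to 7873 with a Pou4f1 library left out. That scaling also turned the log2 differences of the Jam2, Sncg and upstream Irx1 elements to -0.76, -0.66 and -2.70, and those of Satb1 downstream and Tbx20 no longer passed (0.07 and 0.54). It makes the IgG total equal to the Pou4f1 totals, so it takes out the enrichment of the regions as a whole and cannot tell whether a region is bound. Otherwise the cause was not tested. The replicate correlation of 0.795 was 0.749 on the log2 scale, 0.753 by rank and 0.72 without the top 1% of regions. The promoter share of 63.7% was 67.0% within 3 kb, 62.0% within 500 bp and 54.7% above the median signal. The motif excess turned with 1 mismatch allowed, to 34.4% of regions below their flanks, and width, at a difference of 89.0 bp, ran against signal between promoter and distal regions; without a Pou4f1 library the signal difference ranged from -100.1 to -6.84. Of 15 gene lists 9 lay above background, 5 with regions above the median signal, 3 with the upper 25% and 10 by gene body, where housekeeping genes passed too. The lists of RGC subtypes, upstream regulators, P3 targets and ChIP-qPCR genes are among the 9. They hold wholly or mostly genes that the study chose or named as bound, so the tally does not count independent passes. Log2 differences where IgG is at 0 depend on the pseudocount, as for Tbr1 exon 6, from 3.50 to 6.69 with 1 and 1.63 with 50. Scaling by TMM and the planned tests and filters for counts were not run because the values are coverage; limma without a Pou4f1 library has no residual degrees of freedom, and without IgG no comparison is left. No paired analysis was possible because there is 1 IgG column and it carries no replicate number. Depth limits regions such as the Tbr1 exon 6 element, at 1.09 in replicate 2.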

Differences from the paper's values

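The number of regions, the replicate correlation, the share of regions with the motif and the length of the Tbr1 exon 6 element lie within the set limits of the paper's values, and so does the promoter share of 63.7% beside that in Fig. 1B. The motif share is that of an exact sequence here and of a HOMER motif in the paper, so the measures differ. The replicate correlation also differs in measure: here it is for scaled coverage over the called regions alone. The paper gives its value for reads mapped over the whole genome. A genome-wide correlation was not computed here, so the closeness of the values does not test that of the paper. Among genes that the paper names as Pou4f1 targets from P3 retinas, 14 of 15 had a region, but none lay nearest the TSS of Hpca or in its gene body. The paper lists an Irx1 element among those bound by Pou4f1; its log2 difference over IgG was 1.07 (adjusted p = 0.0949 from limma) and did not pass with unscaled coverage or a pseudocount of 1 or 50 (adjusted p = 0.0768, 0.0888 and 0.165), whereas another region nearest Irx1 passed at 3.19. The paper's Irx1 amplicon for ChIP-qPCR lies within this element, and the paper reports agreement between its ChIP-qPCR and CUT&Tag results. A region that does not pass here is not shown to be unbound. Rax, which the paper names as bound, had 1 region that did not pass (1.17, adjusted p = 0.0693) and 1 that did (4.16). The paper describes the 10 ChIP-qPCR elements as holding a predicted Pou4f1 motif; all 10 amplicons lie within a region, and ATNAATWATT is present in 2 of these regions, at Foxp1 and Cartpt, and in 10 of 10 with 1 mismatch allowed, an alternative set before the data were examined under which 50.4% of the flanks hold it too. The paper used HOMER for its motif analysis, so an exact sequence is another measure, and the 2 of 10 does not contradict its statement. The Foxp1 element that the paper places upstream of the gene, from 99467704 to 99468495 on chromosome 6, lies in an intron of Foxp1 in the annotation used here. The nearest Foxp1 TSS to it is 32359 bp away, and a different Foxp1 TSS lies 393 bp from the other Foxp1 element. Whether the intron element lies upstream of its nearest TSS was not examined, so its placement does not contradict the paper.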

Other observations

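Axon guidance and synaptic genes, 2 lists set for the whole set of regions rather than for its open-chromatin part, also carried Pou4f1-bound regions: 22 of 30 axon guidance genes (odds ratio 6.32, adjusted p = 7.6e-06, two-sided Fisher's exact test) and 15 of 30 genes of synapses and ion channels (odds ratio 2.30, adjusted p = 0.0453). Housekeeping genes had the same share as the synaptic list, 50.0% (8 of 16, odds ratio 2.29, adjusted p = 0.141 from Fisher's exact test). By gene body they had more, 62.5% against 50.0%. The synaptic share is therefore not above that of housekeeping genes. An intron region of Efna5, an ephrin of retinotopic mapping, had a signal of 1061 and 1131 in Pou4f1 replicates 1 and 2 with IgG at 0. A region nearest Epha5, a receptor of this ephrin, lies 760108 bp from its TSS and had 348 and 920. The region over the Epha5 TSS had 284 and 225 against 13.1 with IgG. An intron region of Nrp2, a semaphorin receptor, had 352 and 577. A region nearest Sema6a, a semaphorin, had 429 and 507 but lies in an intron of Commd10, 107818 bp from the Sema6a TSS. The region over the Sema6a TSS had 400 and 367. Among channel genes, Kcnip4 had 501 and 907 and Kcna1 321 and 534, both with IgG at 0, and Syt1, the calcium sensor of transmitter release, had 5 regions. Of the axon guidance regions 54 of 55 were higher than IgG (54 when adjusted over the list alone), and of the synaptic regions 29 of 29 (29 over the list alone); with libraries divided by their sums, 35 axon guidance regions were higher and 5 lower, and 20 synaptic regions higher and 4 lower. With regions above the median signal alone, the axon guidance list still passed with 17 genes (adjusted p = 3.4e-06) and the synaptic list, with 8, did not (adjusted p = 0.282).

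Some genes were nearest to several regions: 6653 genes were nearest to a region, 5412 of them to 1 only and 61 to 5 or more, led by Tle3, a Groucho corepressor, with 13, Tenm4, a teneurin, with 11, and Auts2, Casz1 and Pou4f1 with 10 each. Whether these counts exceed what the spacing of genes would give was not tested. A promoter region was found for 80 of 948 genes of the X chromosome (8.44%) and 5381 of 20780 autosomal genes (25.9%, odds ratio 0.264, two-sided Fisher's exact test, p = 4.6e-41), and the median promoter signal was 139 on the X against 158 on autosomes. The test takes genes as independent. The sex of the embryos, gene activity and how well reads map to the X were not analysed, so the contrast does not show that Pou4f1 avoids the X. All 10 amplicons of the ChIP-qPCR fell inside a region, of which 9 were higher than IgG with limma and 5 had IgG at 0; that of Sorcs3 lies in the region past its 3′ end and not in the promoter. The 10 genes were chosen by the study, so the 10 of 10 with a region (adjusted p = 2e-05 from Fisher's exact test) is not independent evidence, and with libraries divided by their sums 15 of their 28 regions were higher and 2 lower.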
